# RGC-32 Acts as a Hub to Regulate the Transcriptomic Changes Associated With Astrocyte Development and Reactive Astrocytosis

**DOI:** 10.3389/fimmu.2021.705308

**Published:** 2021-07-29

**Authors:** Alexandru Tatomir, Austin Beltrand, Vinh Nguyen, Jean-Paul Courneya, Dallas Boodhoo, Cornelia Cudrici, Dafin F. Muresanu, Violeta Rus, Tudor C. Badea, Horea Rus

**Keywords:** RGC-32, astrocyte, radial glia, experimental autoimmune encephalomyelitis, RNA sequencing, TGF-β, CD133, HOPX

## Abstract

Response Gene to Complement 32 (RGC-32) is an important mediator of the TGF-β signaling pathway, and an increasing amount of evidence implicates this protein in regulating astrocyte biology. We showed recently that spinal cord astrocytes in mice lacking RGC-32 display an immature phenotype reminiscent of progenitors and radial glia, with an overall elongated morphology, increased proliferative capacity, and increased expression of progenitor markers when compared to their wild-type (WT) counterparts that make them incapable of undergoing reactive changes during the acute phase of experimental autoimmune encephalomyelitis (EAE). Here, in order to decipher the molecular networks underlying RGC-32’s ability to regulate astrocytic maturation and reactivity, we performed next-generation sequencing of RNA from WT and RGC-32 knockout (KO) neonatal mouse brain astrocytes, either unstimulated or stimulated with the pleiotropic cytokine TGF-β. Pathway enrichment analysis showed that RGC-32 is critical for the TGF-β-induced up-regulation of transcripts encoding proteins involved in brain development and tissue remodeling, such as axonal guidance molecules, transcription factors, extracellular matrix (ECM)-related proteins, and proteoglycans. Our next-generation sequencing of RNA analysis also demonstrated that a lack of RGC-32 results in a significant induction of WD repeat and FYVE domain-containing protein 1 (Wdfy1) and stanniocalcin-1 (Stc1). Immunohistochemical analysis of spinal cords isolated from normal adult mice and mice with EAE at the peak of disease showed that RGC-32 is necessary for the *in vivo* expression of ephrin receptor type A7 in reactive astrocytes, and that the lack of RGC-32 results in a higher number of homeodomain-only protein homeobox (HOPX)^+^ and CD133^+^ radial glia cells. Collectively, these findings suggest that RGC-32 plays a major role in modulating the transcriptomic changes in astrocytes that ultimately lead to molecular programs involved in astrocytic differentiation and reactive changes during neuroinflammation.

## Introduction

Astrocytes are important players in the cellular mechanisms of multiple sclerosis (MS) pathogenesis and its animal model, experimental autoimmune encephalomyelitis (EAE), both of which are chronic, demyelinating disorders of the central nervous system (CNS) (1). The ability of astrocytes to undergo complex molecular and morphological changes, collectively termed reactive astrogliosis (2–4), place them at the crossroads between inflammatory resolution and repair, on one hand, and the neurodegenerative processes that underlie MS progression on the other (5). The duality of reactive astrocytes in shaping EAE disease evolution is evidenced by numerous studies showing that they can be both beneficial and detrimental (6). The deleterious effects of reactive astrocytes include their ability to secrete pro-inflammatory cytokines and chemokines, effectively recruiting inflammatory cells into CNS, and their disruption of the blood-brain barrier (BBB), generation of reactive oxygen and nitrogen species, and secretion of factors with neurotoxic potential (7, 8). On the other hand, other studies have shown that reactive astrocytes can be beneficial as well, through their ability to form a glial scar around the inflammatory infiltrate, successfully containing the inflammation and stopping the infiltration into surrounding, healthy tissue, as well as their promotion of BBB repair and secretion of neuroprotective factors (6, 9, 10). The glial scar itself poses a particular problem, because although it is capable of providing a physical barrier against inflammatory cell invasion, such a barrier can eventually prove detrimental by inhibiting axonal regeneration and remyelination during chronic EAE (11). However, this view has recently been challenged by studies showing that axonal regeneration can occur in a progliotic environment (12, 13). Therefore, the heterogeneity of reactive astrocytosis underlies the delicate balance between protective and detrimental effects and may dictate the direction of the outcome, either toward injury resolution and repair or disease progression and permanent damage (14, 15). In any case, given the positive correlation between disease severity and astrocytic reactivity, reactive astrocytes are now regarded as major players in driving MS progression (15, 16).

We previously showed that Response Gene to Complement 32 (RGC-32) is an essential component of the signaling pathways downstream of TGF-β that are involved in the synthesis of extracellular matrix (ECM) constituents, such as fibronectin and collagens type I, IV, and V, because it physically interacts with SMAD3 and regulates its nuclear translocation (17). Recently, we have also demonstrated that a lack of RGC-32 ameliorates EAE and results in a defect in the ability of Th cells to differentiate toward the Th17 subset (18). Moreover, our results have shown that in the absence of RGC-32, spinal cord astrocytes are unable to acquire a reactive phenotype during acute EAE, remaining instead in a progenitor state reminiscent of radial glia. These radial glia-like cells from RGC-32 knockout (KO) mice are characterized by an elongated bipolar shape and an increased expression of progenitor markers such as vimentin and fatty acidic binding protein (FABP7) (19). They also exhibit an increased proliferative capacity, as shown by their increased expression of the cell proliferation marker Ki-67 when compared to wild-type (WT) mice (19). *In vitro* studies have shown that RGC-32 regulates the synthesis and secretion of growth factors such as connective tissue growth factor (CTGF), insulin-like growth factor 1 (IGF-1), and IGF binding proteins (IGFBPs) (19). Our experiments have also demonstrated that RGC-32 regulates the nuclear translocation of signal transducer and activator of transcription 3 (STAT3), a transcription factor critical for astrogliogenesis and reactive astrocytosis (19). Based on these observations, we have concluded that RGC-32 is necessary for astrocytes to reach maturity and to undergo reactive changes at the peak of EAE, and a lack of RGC-32 confers a protective phenotype against EAE in part by suppressing the development of a pathogenic astrocytic phenotype.

However, we still lack a clear picture of the overall molecular programs underlying RGC-32’s contribution to astrogliogenesis and reactive astrocytosis. We have now performed next-generation sequencing of RNA from neonatal WT and RGC-32 KO astrocytes and show that RGC-32 deletion has a profound effect on the ability of TGF-β to induce transcriptomic changes in astrocytes. We found that in RGC-32 KO astrocytes, the transcriptomic programs associated with brain development and neurogenesis are significantly affected, and the transcription of genes encoding axonal guidance molecules (AGM) are particularly impaired, as are genes involved in astrocyte development. Moreover, the lack of RGC-32 leads to a major up-regulation in the expression of two genes commonly expressed in neural stem cells and astrocyte progenitors. We show that the lack of RGC-32 also results in higher numbers of cells in two subpopulations of spinal cord radial glia-like cells at the peak of EAE. Taken together, these results suggest that RGC-32 is an important gene that orchestrates the transcriptomic changes undergone by astrocytes as they mature and adopt a reactive phenotype during EAE.

## Materials and Methods

### Mice

All mice used in this study were on a C57BL/6 background and were 6–12 weeks of age. The mice were housed under pathogen-free conditions. RGC-32 KO mice were generated as described previously (20), and WT C57BL/6 littermates were used as controls. All procedures were approved by the University of Maryland School of Medicine Office of Animal Welfare Assurance.

### Induction and Evaluation of EAE

WT and RGC-32 KO female mice (8–10 weeks old) were injected subcutaneously in two locations in the dorsal flank with an emulsion containing 200 μg of MOG_35–55_ (Anaspec, Fremont, CA) and complete Freund’s adjuvant (CFA) (Difco, Detroit, MI) as previously described (18). Pertussis toxin (400 ng; List Biological Laboratories, Campbell, CA) was administered intraperitoneally on days 0 and 2. Mice were monitored daily, and the disease was scored on a scale of 0–5 as follows: 1 - limp tail; 2 - hindlimb paresis; 3 - hindlimb paralysis; 4 - tetraplegia; 5 - moribund. Age- and sex-matched uninjected mice were used as controls (day 0).

### Primary Astrocyte Isolation

Neonatal astrocytes were purified from the brains of 1-day-old WT and RGC-32 KO mouse pups as previously described (17). After removal of the meninges, the brains were minced and sequentially passed through nylon meshes. The resulting cell suspensions were plated onto 75-cm^2^ plates in DMEM/Ham’s F-12 medium containing 10% fetal bovine serum (FBS) for 2 weeks. Oligodendrocyte precursor cells and neurons were separated from the astrocyte monolayer by shaking overnight at 200 rpm on a rotary shaker. The non-adherent cell suspension was discarded, and adherent astrocytes were then maintained in DMEM/Ham’s F-12 medium containing 10% FBS. More than 97% of the cells isolated expressed the astrocyte marker glial fibrillary acidic protein (GFAP). Astrocytes were serum-starved overnight prior to stimulation with 10 ng/ml TGF-β (Gemini Bio, West Sacramento, CA) for 24 h.

### RNA Sequencing

RNASeq data were derived from WT and RGC-32 KO astrocytes, either untreated or treated with TGF-β. For each genotype and treatment, two biological replicates were analyzed, and a total amount of 1 µg of RNA was used for each sample. RNA quality was determined by Genewiz NGS Laboratory (South Plainfield, NJ), and RNA integrity numbers were between 8.5 and 9.6. Unstranded sequencing resulted in about 45 million reads/sample, with 33 million unique reads for each. Alignments were performed using the VIPER pipeline (implementing the STAR aligner) (21, 22) on the NIH High Performance Computing Biowulf cluster (http://hpc.nih.gov). Most of the reads aligned to the open reading frame, with fewer than 5% intronic reads, about 20% 3’UTR alignments, and about 2.5% 5’UTR hits. rRNA represented about 1.5% across all samples. Differential gene expression was performed using both limma and DESEQ2. Further analysis in this paper represents differentially expressed genes (DEG) with at least a 1.5x differential -fold change-either up-regulated or down-regulated relative to unstimulated (corresponding to |log_2_ -fold change| ≥ 0.6) and a false discovery rate (FDR) < 0.05, after Bonferroni correction using the DESEQ2 protocol (23). Gene expression data are available on the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo; accession number GSE173782).

### Functional Enrichment Analysis

Pathway enrichment was performed by using the g:Profiler web server (https://biit.cs.ut.ee/gprofiler/gost). The lists of genes were uploaded into the g:GOSt platform for functional profiling. For the statistical significance threshold, we used Bonferroni correction with an FDR of 0.05. We then generated Gene Ontology (GO) categories for Biological Process (BP), Molecular Function (MF), and Cellular Component (CC), as well as Reactome biological pathways, according to website’s data retrieved from curated databases (24).

### Generation of a Global Pathway Enrichment Map

The list of the BP genes generated as described above was uploaded into the EnrichmentMap plugin of the Cytoscape platform (25). The enrichment map was generated using a gene-set filter based on an FDR cutoff of 0.05 for the number of nodes and a gene-set similarity filter based on the Jaccard coefficient of 0.25 for the number of edges. Each node represents an individual BP, and each edge between nodes represents gene overlap. We then arranged the network according to the yFiles Radial Layout algorithm and manually clustered the functionally and annotation-similar nodes.

### Connectivity Analysis of Gene Networks

Genes of interest were entered into the STRING online platform using the “Multiple proteins” input (https://string-db.org). A full network of interconnected nodes was then generated based on both functional and physical gene product associations, according to STRING’s algorithms computed from curated experimental data (26). The type of interactions between the query genes was set to confidence, with line thickness representing the strength of data support, based on a minimum interaction score of 0.5 and an FDR stringency of 0.05, according to STRING website’s classification. The networks were then loaded into Cytoscape to allow for a better visualization of the interactions.

### RNA Isolation and cDNA Synthesis

Total RNA from mouse astrocytes was purified using an RNeasy Mini Kit (Qiagen, Germantown, MD) according to the manufacturer’s instructions: 0.5 μg of RNA per sample was reverse-transcribed in a mixture containing reverse transcriptase buffer (Promega, Madison, WI), dNTPs (Promega), and random primers (Invitrogen, Carlsbad, CA). The RNA was denatured by incubation at 65°C for 5 min. M-MLV reverse transcriptase (Promega) was then added, and the reaction mixture was incubated at 37°C for 1 h. The reaction was terminated by incubation of the mixture at 95°C for 5 min.

### Quantitative Real-Time PCR

Forward and reverse primers for Egfl6, Epha7, Fbln2, Fbn1, Fbn2, Hspg2, Itgb1, Plxna1, Runx2, Slit2, Spock3, Stc1, Vcan, and Wdfy1 were provided by Integrated DNA Technologies (Coralville, IA) (**Supplementary Table 1**). 18S was used as an internal control. Real-Time PCR was performed according to the manufacturer’s protocol using FastStart Universal SYBR Green Master Mix (Roche, Indianapolis, IN) and a StepOnePlus Real-Time PCR System (Applied Biosystems, Carlsbad, CA). For quantification, we used the ΔΔCT method of relative quantification as previously described (27).

### Immunohistochemistry

Control mice (day 0) and mice with EAE (day 14) were sacrificed under terminal anesthesia and perfused transcardially with 4% paraformaldehyde in PBS. Cervical spinal cords were harvested, fixed in formaldehyde, and then embedded in paraffin. Paraffin sections (5 μm) were deparaffinized and rehydrated by serial washes in xylene and alcohol (100%, 95%, 70%) and then washed in PBS. Antigen retrieval was achieved by immersion of slides in sodium citrate buffer (pH 6) and boiling at 95°C for 30 min, followed by cooling of the sections at room temperature (RT) for 20 min. The endogenous peroxidase was quenched with 3% hydrogen peroxide solution (Aqua Solutions, Deer Park, TX) for 10 min, and the non-specific binding was blocked with 10% bovine serum albumin (Gemini Bio) in PBS for 30 min. The sections were then incubated overnight at 4°C with primary antibody: polyclonal rabbit anti-CD133 IgG (Proteintech, Rosemont, IL); polyclonal rabbit anti-HOPX IgG (Proteintech); polyclonal rabbit anti-STC1 IgG (Bioss Antibodies Inc, Woburn, MA); or polyclonal rabbit anti-WDFY1 IgG (Bioss Antibodies Inc). The next day, sections were incubated with a horseradish peroxidase (HRP)-conjugated anti-rabbit IgG polymer reagent (Vector Laboratories, Burlingame, CA) for 30 min at RT. The colorimetric reactions were developed using a NovaRed Peroxidase Substrate kit (Vector Labs). The sections were subsequently washed in distilled water and counterstained with Harris hematoxylin (Sigma-Aldrich, St. Louis, MO), then dehydrated by serial washes in alcohol and xylene and mounted with a permanent mounting medium (Vector Labs). Controls for the specificity of each immunohistochemical reaction were performed by replacing the primary antibody with PBS or rabbit IgG. Immunostaining was independently evaluated by two investigators.

For double-staining immunohistochemistry, deparaffinization, rehydration, antigen retrieval, endogenous peroxidase quenching, and blocking were performed as described above. Sections were incubated overnight at 4°C with rabbit polyclonal anti-EPHA7 IgG (Bioss Antibodies Inc). The next day, sections were incubated with unconjugated Fab fragments of goat anti-rabbit IgG (Jackson ImmunoResearch Laboratories, West Grove, PA) for 1 h at RT for species conversion and then incubated with HRP-conjugated anti-goat IgG (Vector Labs) for 30 min at RT. The colorimetric reaction was developed using NovaRed (Vector Labs). After color development, endogenous alkaline phosphatase (AP) was inhibited with Bloxall Blocking Solution (Vector Labs) for 10 min, and the non-specific binding was blocked with bovine serum albumin 10% for 1 h at RT. The slides were then incubated with rabbit monoclonal anti-GFAP (Cell Signaling Technology, Danvers, MA) overnight at 4°C. The next day, sections were incubated with AP-conjugated goat anti-rabbit IgG (Vector Labs) for 1 h at RT, and the colorimetric reaction was developed with a Vector Blue AP Substrate Kit (Vector Labs). Slides were washed in distilled water and then mounted with an aqueous mounting medium (Vector Labs).

### Quantification of Immunohistochemistry

For WDFY1, STC1, and CD133 immunostaining, quantification was performed by manually counting the number of WDFY1^+^, STC1^+^, and CD133^+^ cells with radial morphology. For HOPX immunostaining, quantification was performed by manually counting the cells with HOPX^+^ nuclei. For EPHA7/GFAP double immunostaining, we counted the total number of EPHA7/GFAP double-positive cells. In each case, the respective cells were counted from regions of interest corresponding to white matter areas of 20x-magnified spinal cord sections. Quantification was performed in blinded fashion by using the Point Tool analysis of the ImageJ (19, 28).

### Statistical Analysis

Comparisons between multiple groups were performed using the Kruskall-Wallis test with Dunn’s multiple comparisons test. Comparisons between two groups were performed using the Mann-Whitney test. p-values < 0.05 were considered significant. Statistical analysis was performed using GraphPad Prism software, version 7.

## Results

### TGF-β Profoundly Changes the Transcriptomic Landscape of Murine Astrocytes

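Bulk RNA was sequenced from primary astrocytes of WT and RGC-32 KO pups, left unstimulated or given TGF-β at 10 ng/ml for 24 h, with 2 libraries in each of 4 groups. The groups are called WT control, WT TGF-β, RGC-32 KO control and RGC-32 KO TGF-β, and the gene of RGC-32 is Rgcc. The authors aligned the reads with STAR in the VIPER pipeline and deposited whole-number read counts, not normalized, for 13937 genes under their symbols. The paper's text names neither the genome build nor the program that counted the reads, and chromosomes and transcript lengths were taken here from GENCODE release M21 (GRCm38). Total counts on genes were 14920561 and 15965007 in the WT control libraries, 18956038 and 16836542 in WT TGF-β, 14944949 and 15915399 in RGC-32 KO control, and 15404465 and 15799133 in RGC-32 KO TGF-β. The paper states about 45 M reads per sample, 33 M of them unique (M, 1e+06 reads), while the values here rest on the counts on genes, whose median was 15.9 M. Between the 2 libraries of a group, counts differed by more than counting noise, with a chi-square per degree of freedom from 6.26 in RGC-32 KO TGF-β to 10.4 in RGC-32 KO control.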

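Genes with too few counts were removed with edgeR's filterByExpr, which left 13509 genes tested. The counts were normalized by TMM, all 8 libraries were fitted in one quasi-likelihood model of the 4 groups, and each p was adjusted over the genes tested by the Benjamini-Hochberg method. A gene was called past the threshold, or a DEG, at an absolute log2 fold change of at least 0.6 (the paper's limit) with an adjusted p under 0.05. Levels are given as CPM, a gene's count scaled to the TMM-normalized total of its library, as mean ± SD of the 2 libraries. On simulated data, 200 genes not low in counts were given changes well beyond the fold limit. The adjusted p alone, without that limit, recovered 97.5% of them in the WT comparison, with 10 false calls among 13430 genes. Changes near the limit and genes with few counts were not planted there, so their recovery is unknown. The targeted gene, Rgcc on chromosome 14, had 80 and 94 counts in the WT control libraries, 215 and 362 in WT TGF-β, 61 and 28 in RGC-32 KO control, and 64 and 26 in RGC-32 KO TGF-β. Each RGC-32 KO library therefore had fewer Rgcc counts than each WT library, and none was at 0.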

In an effort to better characterize the mechanistic pathways involved in astrocytic differentiation and reactive astrocytosis that might be differentially regulated by RGC-32, we performed comparative RNA sequencing in neonatal astrocytes purified from 1-day-old WT and RGC-32 KO mouse pups and stimulated with TGF-β (**Figure 1A**).

**Figure 1:**
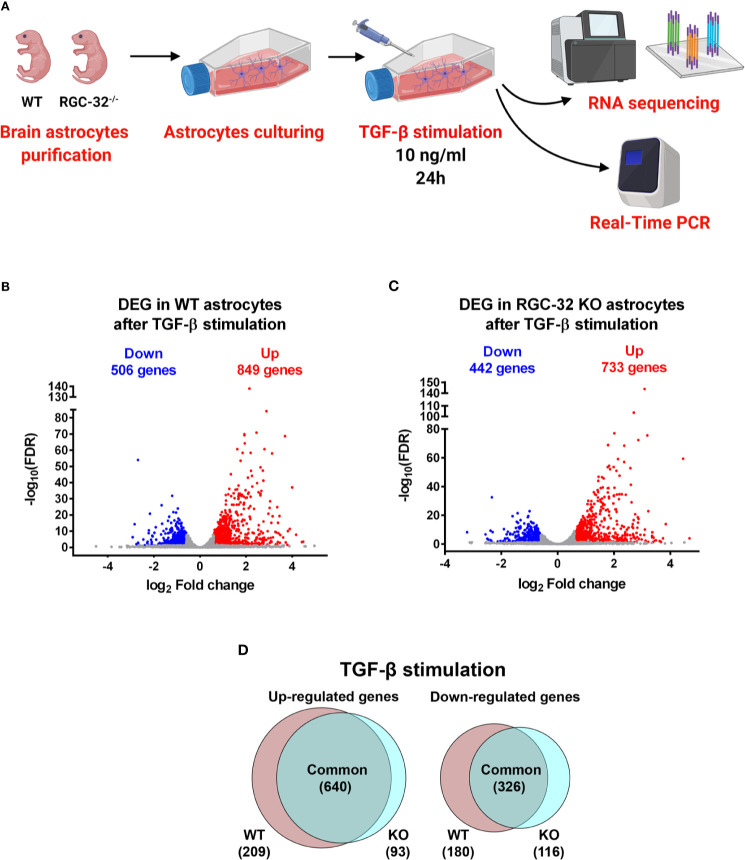
DEG in WT and RGC-32 KO astrocytes after TGF-β stimulation. **(A)** Experimental design for the RNAseq study. **(B**, **C)** Volcano plots showing the total number of DEG in WT **(B)** and RGC-32 KO astrocytes **(C)**. **(D)** Venn diagrams of the intersected DEGs showing the DEG common to both genotypes and those differentially expressed only in one genotype but not the other.

TGF-β stimulation resulted in a profound change in the transcriptomes of both WT and RGC-32 KO astrocytes. 

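TGF-β raised 1043 genes and lowered 763 past the threshold in WT astrocytes, so 57.8% of the DEG went up. With upper quartile normalization this share was 44.8%, so which direction held more genes depends on the scaling. Without regard to the size of the change, 4450 of the 13509 genes had an adjusted p under 0.05 in edgeR. Of the alternatives, Bonferroni's correction left the fewest, 143 genes up and 31 down, and no fold threshold the most, 2514 and 1936. Wnt1 (chromosome 15) was at least 10.7-fold higher after TGF-β and Slc10a4 (chromosome 5) at least 10.3-fold higher, both as lower bounds because their WT control libraries held 3 counts or fewer. Kcnj13 (chromosome 1) fell by 2.91 on the log2 scale (SE 0.26, adjusted p = 0.000317), and Nt5c1a (chromosome 4) was at least 4.01-fold lower. Cldn11 (chromosome 3) fell by 3.33 (SE 0.89, adjusted p = 0.0245), a value that 1 library decides, since without WT TGF-β replicate 1 its log2 fold change was -12.57. Its call was lost with DESeq2 (adjusted p = 0.262, over the alternatives 0.0201 to 0.262) and on the Cufflinks values with a pseudocount of 0.1 (0.0621). That of Nt5c1a was lost on the Cufflinks values (0.126 and 0.14, over the alternatives 0.0145 to 0.14).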

In WT astrocytes, our analysis revealed a total of 1355 DEG, of which 849 were up-regulated and 506 were down-regulated (**Figure 1B**). In contrast, in RGC-32 KO astrocytes, we detected 1175 DEG, of which 733 were up-regulated and 442 were down-regulated (**Figure 1C**).

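In RGC-32 KO astrocytes, 893 genes rose and 666 fell past the threshold after TGF-β, and 3835 genes had an adjusted p under 0.05 whatever their fold change. Upward genes made up 57.3% of these DEG, and 45.5% with upper quartile normalization. The largest increases included Adamtsl2 (chromosome 2), with a log2 fold change of 4.45 (SE 0.21, adjusted p = 7.28e-05), and Wnt1, at least 12.3-fold higher. Among the decreases, Kcnj13 changed by -3.20 (SE 0.27, adjusted p = 0.000286), and Pld6 (chromosome 11) was at least 4.31-fold lower. Cldn11 changed by -3.04 (adjusted p = 0.0358), or by -5.10 without RGC-32 KO TGF-β replicate 1, and the adjusted p ran from 0.0129 to 0.355 (DESeq2) over the alternatives.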

### RGC-32 Deletion Has a Significant Impact on TGF-β-Induced Transcriptomic Changes in Murine Astrocytes

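A gene past the threshold in one genotype and not in the other is not thereby shown to respond differently, so the difference itself was tested as the interaction of genotype and TGF-β. No gene had an adjusted p under 0.05 for the interaction in edgeR (the smallest was 1.00). At an unadjusted p under 0.05 there were 381 genes, against 675 given by chance among those tested. A count below chance marks the test as conservative here, and it is no sign that the genotypes respond alike. On simulated data, the same test found 82% of 50 genes given a log2 difference of 1 between the genotypes, 12% of 50 given 0.5 and 0% of 50 given 0.25, so small differences were not detectable with 2 libraries per group. These shares may be too high for the data. Genes with few counts were not planted, and simulations of a response shared by both genotypes gave 584 to 694 genes at an unadjusted p under 0.05. The count of adjusted calls was 0 in each alternative run, and the alternative furthest from 381 was DESeq2, with 76 genes at an unadjusted p under 0.05. In the other direction, edgeR gave 680 with a replicate block whose numbers were swapped between control and TGF-β, chosen after the data were seen. Across the genes tested, which are not independent replicates, the log2 fold changes of the 2 genotypes had a correlation of 0.911.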

In order to detect the impact of RGC-32 deletion on the TGF-β-induced transcriptomic changes, we compared the identities of the DEG from WT astrocytes to those from RGC-32 KO astrocytes to reveal the DEG specific to each genotype. We found that 640 genes were up-regulated in both groups; 209 genes were up-regulated only in WT astrocytes, and 93 genes were up-regulated only in RGC-32 KO astrocytes (**Figure 1D**).

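Of the genes raised past the threshold, 760 were shared by both genotypes, 283 were past it in WT astrocytes alone and 133 in RGC-32 KO astrocytes alone. No gene was past the threshold upward in one genotype and downward in the other. The 283 genes had a median log2 fold change of 0.76 in WT and 0.55 in RGC-32 KO astrocytes, where 278 of them also went up and 135 had an adjusted p under 0.05. The 133 genes had medians of 0.54 in WT and 0.74 in RGC-32 KO astrocytes, and 130 of them went up in WT. The interaction had an unadjusted p under 0.05 for 43 of the 283 genes and 11 of the 133, and for none when adjusted. Choosing genes past the threshold in one genotype alone raises these counts by itself, so they are no evidence of a difference. Where absence was taken to mean no unadjusted p under 0.05 in the other genotype, 72 genes were left for WT and 41 for RGC-32 KO.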

We turned our attention to the genes that were significantly up-regulated only in WT astrocytes and generated a full list of the 209 genes (**Supplementary File 1**). 

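Of the 209 genes listed, 208 were among the genes tested, and 201 of them were past the threshold in WT astrocytes, with 170 in the list of 283 derived here. All 208 also rose in RGC-32 KO astrocytes, where 156 had an adjusted p under 0.05 and 32 were past the threshold. Their median log2 fold change was 0.72 in WT and 0.55 in RGC-32 KO astrocytes. For the response in WT, 207 of the 208 had an adjusted p under 0.05 when adjusted over the list alone. For the interaction, no gene had one, whether adjusted over the list alone (the smallest was 0.196) or over all genes, while 35 had an unadjusted p under 0.05. The study chose the list on these libraries, so neither the counts adjusted over the list alone nor the 35 are independent evidence.

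**Figure D1:**
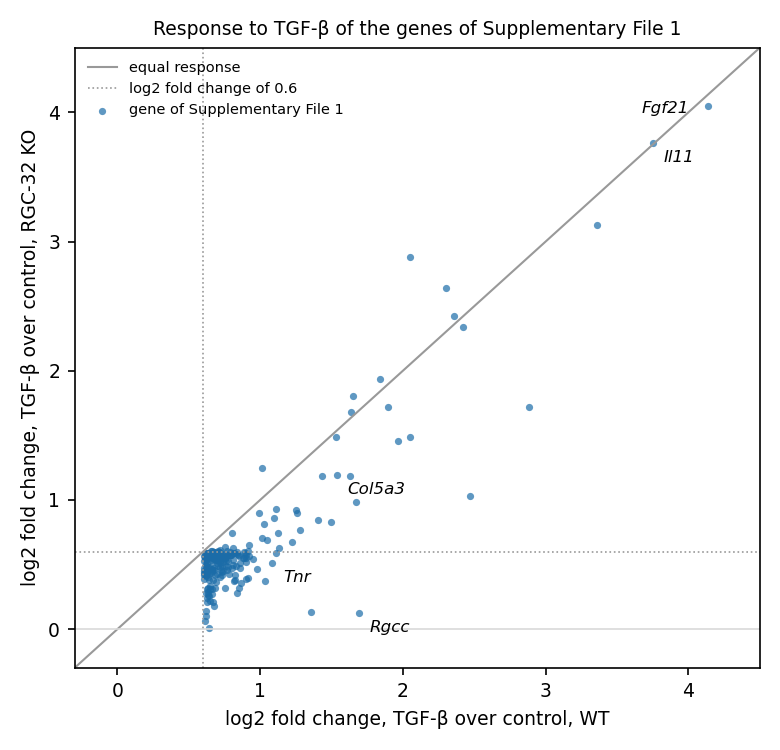
Log2 fold change after TGF-β in RGC-32 KO astrocytes against that in WT astrocytes, for the genes of Supplementary File 1. The solid line marks equal responses and the dotted lines a log2 fold change of 0.6. 2 libraries per group.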

The first two genes in this category were fibroblast growth factor 21 (Fgf21), which encodes a growth factor with neuroprotective effects (29), and interleukin 11 (Il-11), which encodes a member of the IL-6 family of cytokines with a potential role in driving astrocyte differentiation through the activation of STAT3 (30). 

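Both genes were past the threshold in both genotypes. Fgf21 (chromosome 7) had a log2 fold change of 4.14 in WT (SE 0.66, adjusted p = 0.003) and 4.05 in RGC-32 KO astrocytes (SE 0.72, adjusted p = 0.00553), with an interaction of 0.09 (unadjusted p = 0.948). Its level after TGF-β was 5.64 ± 1.79 CPM in WT and 4.19 ± 0.522 CPM in RGC-32 KO, from 0.318 ± 0.28 and 0.255 ± 0.361 CPM in the controls. Il11, on the same chromosome, changed by 3.75 (SE 0.73, adjusted p = 0.00668) in WT and 3.76 (SE 0.77, adjusted p = 0.01) in RGC-32 KO astrocytes, and the interaction was -0.01 (unadjusted p = 0.994). It reached 19.6 ± 1.22 CPM in WT and 15.4 ± 0.551 CPM in RGC-32 KO. These sizes rest on control libraries with few counts, and in RGC-32 KO the change of Fgf21 was 9.08 without control replicate 1 and that of Il11 was 10.94 without control replicate 2. In WT, leaving out control replicate 2 gave 6.21 for Il11 and leaving out control replicate 1 gave 5.46 for Fgf21. With DESeq2 on all 8 libraries Il11 was past the threshold in neither genotype (adjusted p = 0.138 and 0.152), and over the alternatives its adjusted p ran from 0.00434 to 0.138 in WT and from 0.00508 to 0.152 in RGC-32 KO. In the authors' deposited table for RGC-32 KO astrocytes, the log2 fold changes were 4.04 for Fgf21 and 3.81 for Il11, with adjusted p-values of 0.155 and 0.363.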

RGC-32 itself was the 14^th^ most up-regulated gene (Rgcc), a result that was not surprising because TGF-β is a potent inductor of its expression (17). 

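Rgcc rose from 5.38 ± 0.319 to 17.5 ± 7.96 CPM in WT astrocytes, a log2 fold change of 1.69 (SE 0.44, adjusted p = 0.0221). Over the alternatives this adjusted p ran from 0.0171 to 0.14, and the call was lost with DESeq2 (0.0521) and on the Cufflinks values. It ranked at position 14 by log2 fold change within the paper's list, at 29 among the 283 genes past the threshold in WT alone, and at 201 among all genes raised in WT. In RGC-32 KO astrocytes it stayed at 2.77 ± 1.58 CPM without and 3.00 ± 1.82 CPM with TGF-β (log2 fold change 0.12, SE 0.58, adjusted p = 0.89). That value has no settled direction, since it was -0.68 without RGC-32 KO TGF-β replicate 1, and -0.05 on the authors' Cufflinks values with a pseudocount of 1. The interaction was 1.57 (SE 0.73) with an unadjusted p = 0.0658 in edgeR. Between the stimulated cultures, WT stood above RGC-32 KO by 2.54 (SE 0.48, adjusted p = 0.133), and DESeq2 on all 8 libraries gave 2.55 with an adjusted p = 0.029 (0.029 to 0.26 over the alternatives).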

Other potentially relevant genes included those encoding collagen isoforms (e.g., Col5a3, Col4a4), a finding that is in line with our previous observations (17).

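Col5a3 (chromosome 9) had a log2 fold change of 1.54 in WT (SE 0.39, adjusted p = 0.0207) and 1.19 in RGC-32 KO astrocytes (SE 0.39, adjusted p = 0.0556). Its change in RGC-32 KO was 0.74 without control replicate 1 and 1.86 without control replicate 2. In WT these values were 1.13 and 2.10. The interaction was 0.35 (unadjusted p = 0.544). In RGC-32 KO it was past the threshold with limma-voom (adjusted p = 0.0447) and with edgeR on the 4 RGC-32 KO libraries (adjusted p = 0.0421), in a range up to 0.106 over the alternatives. Col4a4 (chromosome 1) was past the threshold in both genotypes, with 0.92 (adjusted p = 0.00643) in WT and 0.65 (adjusted p = 0.0341) in RGC-32 KO, and went from 5.55 ± 0.924 to 10.6 ± 1.13 CPM and from 5.10 ± 0.989 to 8.02 ± 0.128 CPM. In RGC-32 KO, Col4a4 lost its call with DESeq2 (adjusted p = 0.0957), with upper quartile normalization (0.0531), with the length correction chosen after the data were seen and on the Cufflinks values, and its adjusted p ran from 0.031 to 0.133 over the alternatives.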

On the other hand, among the top of those 93 genes significantly up-regulated only in RGC-32 KO astrocytes was thrombospondin 4 (Thbs4), which encodes an ECM-binding glycoprotein involved in astrogliogenesis (31) (**Supplementary File 2**). 

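Thbs4 (chromosome 13) was counted at low depth, with at most 7 and 21 counts in a library of WT control and WT TGF-β, and at most 4 and 29 in RGC-32 KO control and RGC-32 KO TGF-β. Its log2 fold change was 3.53 in RGC-32 KO (SE 0.96, adjusted p = 0.0286) and 2.38 in WT astrocytes (SE 0.88, adjusted p = 0.0724). The interaction was -1.15 (SE 1.54, unadjusted p = 0.477), which is within the error. Single control libraries set these sizes, with 7.59 in RGC-32 KO and 7.22 in WT when control replicate 2 of that genotype was left out. On the Cufflinks values with a pseudocount of 0.1, Thbs4 was past the threshold in WT too (adjusted p = 0.0322, over the alternatives 0.0322 to 0.102). With a pseudocount of 1, it lost its call in RGC-32 KO, where the log2 fold change was 0.33. Of the 93 genes listed, 82 were past the threshold in RGC-32 KO astrocytes and 23 in WT. All 93 rose in both genotypes, with medians of 0.76 in RGC-32 KO and 0.57 in WT.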

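Dmrta1 (chromosome 4) and Lamc3 (chromosome 2) were also low in counts, at 1.53 ± 0.0787 and 2.36 ± 0.776 CPM in RGC-32 KO TGF-β. Dmrta1 was past the threshold in both genotypes, with log2 fold changes of 2.79 in RGC-32 KO (adjusted p = 0.0398) and 2.80 in WT astrocytes (adjusted p = 0.0403). In WT this was 7.45 without control replicate 1. The call was lost in RGC-32 KO with limma-voom (adjusted p = 0.0704, over the alternatives 0.00995 to 0.0704) and in WT with edgeR on 4 libraries (0.0936, over the alternatives 0.0219 to 0.0936), and in both with the replicate block and on the Cufflinks values with a pseudocount of 1. Lamc3 was past it in neither, with 2.00 in RGC-32 KO (SE 0.90, adjusted p = 0.133) and 2.57 in WT (SE 0.87, adjusted p = 0.0548), the latter 8.69 without WT control replicate 1. Lamc3 was past the threshold in RGC-32 KO with edgeR on 4 libraries (adjusted p = 0.0344, over the alternatives up to 0.432) and in WT with limma-voom (0.0474, over the alternatives 0.0312 to 0.256). Interactions were 0.02 for Dmrta1 and 0.57 for Lamc3, with unadjusted p-values of 0.986 and 0.683.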

Other relevant genes in this list were doublesex and mab-3-related transcription factor-like family A1 (Dmrt1), encoding a transcription factor expressed in early progenitors during cortical neurogenesis (32); and Lamc3, encoding the gamma-3 chain of laminin, a basement membrane component involved in astrocyte migration (33).

Of the down-regulated genes, 326 genes were common to the WT and RGC-32 KO astrocytes, 180 genes were significantly down-regulated only in WT astrocytes, and 116 genes were found only in RGC-32 KO astrocytes (**Figure 1D**). 

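Downward, 481 genes were past the threshold in both genotypes, 282 in WT alone and 185 in RGC-32 KO alone. In RGC-32 KO astrocytes, 277 of the 282 also went down, 93 of them with an adjusted p under 0.05, and the medians of log2 fold change were -0.78 in WT and -0.52 in RGC-32 KO. In WT astrocytes, 178 of the 185 went down and 71 had an adjusted p under 0.05. For these 185 genes the medians were -0.77 in RGC-32 KO and -0.52 in WT. The genes listed by the paper showed the same pattern, since 41 of its 180 were past the threshold in RGC-32 KO too and 28 of its 116 in WT too. For the interaction, 29 of the 282 genes and 25 of the 185 had an unadjusted p under 0.05, and none an adjusted one. The choice of these genes raises both counts by itself.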

Among the top genes significantly down-regulated only in WT astrocytes, we noticed epidermal growth factor-like domain-containing protein 6 (Egfl6), a member of the epidermal growth factor superfamily (**Supplementary File 3**). 

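Egfl6 (chromosome X) fell from 10.3 ± 6.8 to 2.13 ± 1.21 CPM in WT astrocytes, a log2 fold change of -2.25 (SE 0.82) with an adjusted p = 0.0686. It was past the threshold in WT with edgeR on the 4 WT libraries (-2.27, adjusted p = 0.0471) and in the authors' deposited table (adjusted p = 0.000305). Over the alternatives the adjusted p reached 0.395. In RGC-32 KO astrocytes it went from 3.06 ± 0.359 to 1.44 ± 2.04 CPM, or -1.09 (SE 1.01, adjusted p = 0.451). One library decides the second value, which was -8.64 without RGC-32 KO TGF-β replicate 1 and -0.11 without RGC-32 KO TGF-β replicate 2. The first was -1.33 without WT control replicate 2. The interaction was -1.15 with an unadjusted p = 0.413.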

Intriguingly, this gene was also the most significant DEG, whose basal level was significantly higher in WT astrocytes than in RGC-32 KO astrocytes (**Supplementary File 8**).

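Without TGF-β, Egfl6 was higher in WT than in RGC-32 KO astrocytes by 1.75 on the log2 scale (SE 0.78, adjusted p = 0.725 in edgeR), or by 0.84 when WT control replicate 2 was left out. Of the 8 genes listed as higher in WT at the basal level, all 8 had this direction, 7 had an adjusted p under 0.05 when adjusted over the list alone, and 1 was past the threshold over all genes. In the comparison of the controls, 1 gene was past the threshold and higher in WT and 4 were higher in RGC-32 KO, with 924 genes at an unadjusted p under 0.05.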

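Map3k21 (chromosome 8) changed in RGC-32 KO astrocytes by -1.91 (SE 0.42, adjusted p = 0.0136) and in WT by -0.36 (SE 0.41, adjusted p = 0.532). Its interaction was 1.55 (SE 0.60), with an unadjusted p = 0.0335 and an adjusted p of 1.00. Without RGC-32 KO TGF-β replicate 1 the change in RGC-32 KO was -2.90, and without RGC-32 KO TGF-β replicate 2 it was -1.34. The change in WT was -0.11 without WT TGF-β replicate 1 and -0.65 without WT TGF-β replicate 2. Syt7 (chromosome 19) was past the threshold in both genotypes, at -1.94 (adjusted p = 0.00427) in RGC-32 KO and -1.59 (adjusted p = 0.00481) in WT. Il17d (chromosome 14) was past it in neither, at -1.22 (adjusted p = 0.0653) in RGC-32 KO and -1.07 (adjusted p = 0.0792) in WT. With DESeq2 on 8 libraries and edgeR on 4, Il17d was past the threshold in RGC-32 KO (adjusted p = 0.0253 and 0.031, over the alternatives up to 0.0932), as it was on the Cufflinks values. In WT it was past it with DESeq2 (0.0486, over the alternatives up to 0.121), and its change there was -0.36 without control replicate 2.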

Among the top of those 116 genes that were significantly down-regulated only in RGC-32 KO astrocytes were members of the mitogen activated protein kinase family (e.g., Map3k21), synapse components (e.g., synaptotagmin VII – Syt7) and pro-inflammatory cytokines such as Il17d, a member of the IL-17 family found to be up-regulated in peri-plaques from spinal cords of patients with progressive MS (34) (**Supplementary File 4**).

### Pathway Enrichment Analysis Reveals a Profound Effect Exerted by RGC-32 on Gene Networks Associated With Brain Development

In order to clarify the functional significance of the DEG detected so far and to have a more comprehensive view of the molecular events associated with these changes, we performed pathway enrichment analysis. First, we analyzed the 209 genes that were significantly up-regulated only in WT astrocytes. 

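Terms of the Gene Ontology were tested with the gene annotation in the authors' deposited tables, which holds direct annotations without their parent terms. Of the 283 genes past the threshold in WT alone, 258 carried a term, against a background of 12713 tested genes, and 5366 terms with 5 to 500 background genes were tested by a one-sided Fisher's exact test. No term had an adjusted p under 0.05, and this count of 0 held for the paper's list and in each alternative run. Each run used these direct annotations, so the 0 does not speak to terms that also take in the genes of narrower terms. Extracellular matrix organization had 7 genes against 1.40 expected (unadjusted p = 0.000482, adjusted p = 0.431).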

Our analysis revealed a total of 42 differentially regulated biological processes (BP) by using the statistical criteria depicted in *Materials and Methods*. 

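For cell adhesion, 16 of the 258 genes carried the term, against 6.41 expected (adjusted p = 0.450). Axonogenesis had 5 genes against 1.34, neurogenesis 3 against 0.67, and cell migration 6 against 2.86, with unadjusted p-values of 0.0108, 0.0288 and 0.0675 in the one-sided Fisher's exact test. The term nervous system development had 10 genes against 4.99 (unadjusted p = 0.0287, adjusted p = 1.00). Among the 208 genes of Supplementary File 1, it had 11 against 4.02 (adjusted p = 0.662). The paper counts more genes of that list under this name, so its annotation is wider. Each of these terms held more genes than expected, but none passed the adjustment over the terms tested.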

The top 20 most differentially regulated BP were functionally related to development, morphogenesis, neurogenesis, adhesion, and cell migration (**Figure 2A**). Reactome pathway analysis detected two categories, “nervous system development” and “axonal guidance”. In terms of cellular components, the genes belonged to such categories as “cell junctions”, “adhesion”, “cell projection”, and “collagen-containing ECM”. 

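Among terms for cellular components, cell junction had 21 of the WT-only genes against 9.32 expected (adjusted p = 0.431 in Fisher's exact test). Extracellular matrix had 8 against 4.06. The term neuronal cell body had 12 against 4.65, with an adjusted p = 0.728. Somatodendritic compartment had 0 genes against 0.162. By direct annotation this term held only 8 background genes, so its 0 does not test the paper's term of that name. Among the processes, axon guidance had 3 against 1.93 (unadjusted p = 0.304 in the same test) and cell projection organization 1 against 2.50.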

Interestingly, some of these genes also belonged to neural compartments, such as “neural cell body” and “somatodendritic compartment”. 

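The 133 genes past the threshold upward in RGC-32 KO alone included 116 with a term, and the count of terms with an adjusted p under 0.05 was 0 for them and 0 for the 93 genes of Supplementary File 2. Extracellular matrix came closest among the terms the paper names, with 5 genes against 1.82 expected (unadjusted p = 0.0362, adjusted p = 1.00). By the same test, the 760 genes raised in both genotypes had 90 terms past 0.05, and the term extracellular matrix was carried by 60 of those genes against 11.4 expected (adjusted p = 3.74e-24).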

Surprisingly, we did not detect any differentially expressed BP when we analyzed the 93 genes up-regulated only in RGC-32 KO astrocytes (see **Supplementary Data**).

**Figure 2:**
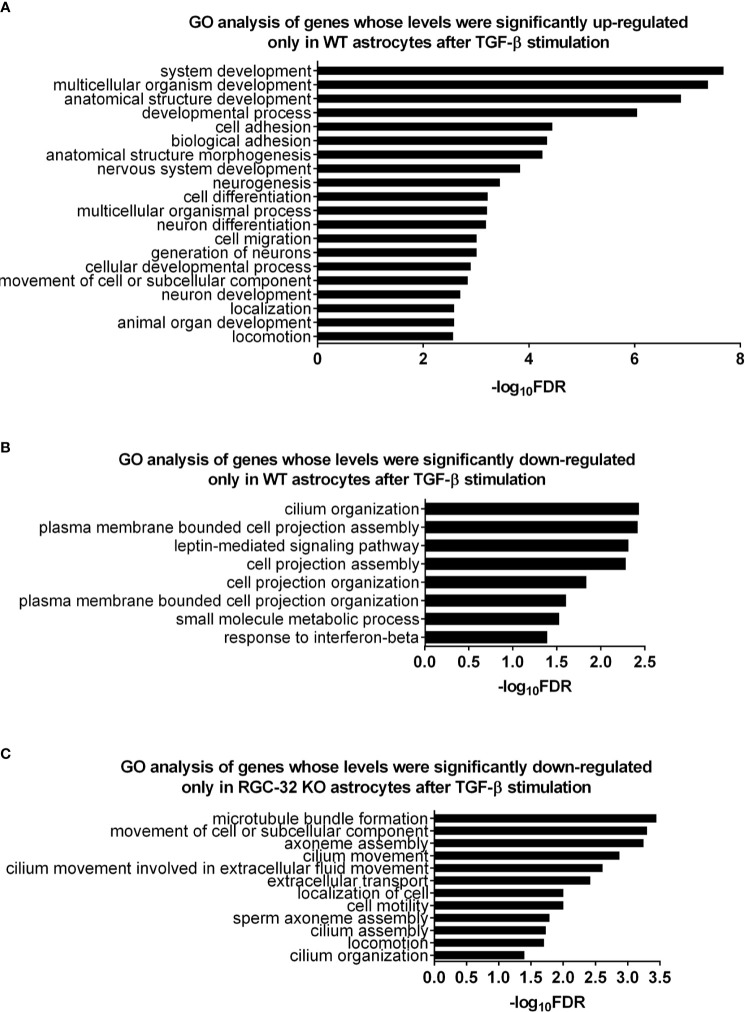
Pathway enrichment analysis for the genes differentially regulated only in one genotype after TGF-β stimulation. **(A)** Top 20 BP generated from the 209 genes up-regulated only in WT astrocytes. **(B)** All BP generated from the 180 genes down-regulated only in WT astrocytes. **(C)** All BP generated from the 118 genes down-regulated only in RGC-32 KO astrocytes. Statistical parameters: Bonferroni correction; FDR < 0.05.

We then performed pathway enrichment analysis for the 180 genes down-regulated only in WT astrocytes. Those genes belonged to eight BP related to cell projection organization (e.g., “plasma membrane bounded cell projection organization”), cilium organization, signaling (e.g., “leptin-mediated signaling pathway”, “response to interferon beta”), and metabolism (e.g., “small molecule metabolic process”) (**Figure 2B** and **Supplementary Data**). On the other hand, the genes down-regulated only in RGC-32 KO astrocytes were grouped in twelve BP that were mainly associated with cell motility (e.g., “movement of cell or subcellular component”, “locomotion”), and ciliary movement assembly and organization (e.g., “cilium movement”, “cilium assembly”, “axoneme assembly”) (**Figure 2C** and **Supplementary Data**). 

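For the 282 genes lowered in WT alone, 258 of them with a term, no term had an adjusted p under 0.05. Cellular response to interferon-beta had 5 genes against 0.568 expected (unadjusted p = 0.000222, adjusted p = 0.365), leptin-mediated signaling pathway 2 against 0.162, and cell projection organization 5 against 2.50. Among the genes of Supplementary File 3, the leptin term had 3 genes against 0.111 (adjusted p = 0.252).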

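No term passed for the 185 genes lowered in RGC-32 KO alone either, of which 158 carried a term. Cilium movement had 2 genes against 0.298 expected (unadjusted p = 0.0354, adjusted p = 1.00), cilium assembly 1 against 1.63, and cell adhesion 9 against 3.93. Cilium movement was also carried by 3 of the genes lowered in WT alone, against 0.487 expected. In a test of marker gene lists written before the data were examined, 9 ependymal genes fell in both genotypes, with median log2 fold changes of -0.72 in WT and -0.68 in RGC-32 KO. Their adjusted p was 0.000818 and 0.000615 with limma's camera at a preset correlation, and 0.0534 in both with fry.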

Cilium-associated pathways contain genes which are involved in cell migration and cytoskeletal reorganization. Due to redundancy between gene sets and GO annotations, many genes which are categorized under “GO categories” such as “cilium organization” also belong to GO categories such as “cell motility”.

We then created an Enrichment Map from all the differentially regulated BP in WT astrocytes in order to generate a network in which similar processes are placed together in close association. Based on their similarity, we observed that most of the BP could be clustered together into several categories, the largest ones being development/morphogenesis, neurogenesis, cell motility, and cell projection (**Figure 3**). We further observed that roughly a quarter of processes were related to brain development and included terms such as” nervous system development”, “neurogenesis”, “generation of neurons” and “axonogenesis”. Other highly relevant categories were related to cell motility and cell projection and included BP such as “cell projection morphogenesis”, “movement of cell or subcellular component” and “cell migration”. Functionally similar were processes involved in cytoskeletal organization and adhesion (**Figure 3**).

**Figure 3:**
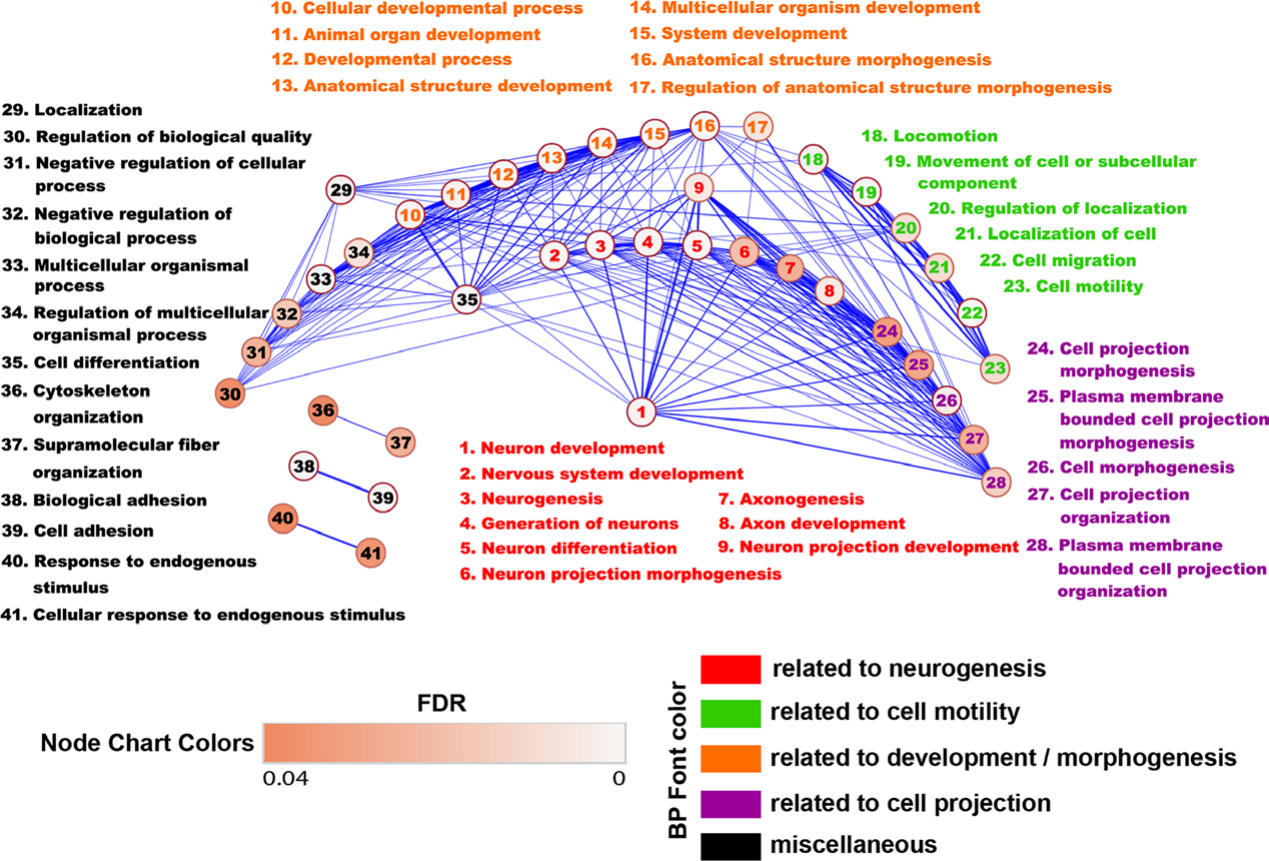
Enrichment map of the BP differentially regulated in WT astrocytes. The BP generated from genes up-regulated only in WT astrocytes were uploaded into the EnrichmentMap application of the Cytoscape software in order to generate a network in which similar BP are placed together in close association. Annotation- and functionally similar BP were clustered together into several categories. Each node represents an individual BP. The edges between nodes represent gene overlap. Edge thickness is directly proportional to the number of overlapping genes. The nodes with no connectivity were excluded. Based on their similarity, we observed that most of the BP could be clustered together into several categories, the largest ones being development and neurogenesis.

Taken together, these results strongly suggest that RGC-32 is critical for TGF-β’s ability to induce the expression of gene networks that compose the cellular and molecular pathways functionally associated with brain development. 

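From the biological processes found among the genes up-regulated in WT astrocytes alone, and their clusters in Figure 3, the paper proposes that RGC-32 is critical for TGF-β to induce gene networks of brain development. In the counts, most of these genes rose in both genotypes, and the median response was smaller in RGC-32 KO. The median interaction was 0.28 on the log2 scale over the 283 genes and 0.22 over the genes of Supplementary File 1, and -0.27 over the 133 genes past the threshold upward in RGC-32 KO alone. Genes chosen for passing in one genotype alone have such a median by that choice, and over all genes it was -0.01. The transcripts of the WT genes were long, with a median of 5127.5 bases for the 283 genes, 6390 for Supplementary File 1 and 3210 for all genes tested. After a correction of each library for transcript length, chosen after the data were seen, 181 genes were past the threshold upward in WT alone and 146 in RGC-32 KO alone, and 13 genes of Supplementary File 1 had an interaction at an unadjusted p under 0.05.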

On a similar note, our analysis also reveals that RGC-32 is highly relevant to cell motility and may be an important regulator of astrocyte migration, as we already demonstrated is the case for other cell types such as vascular smooth muscle cells (35) and endothelial cells (36).

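Cell migration was carried by 6 of the 208 genes of Supplementary File 1, against 2.31 expected (unadjusted p = 0.0284 in the one-sided Fisher's exact test, adjusted p = 1.00). In the same list, cell adhesion had 13 genes against 5.17 (adjusted p = 0.662) and cell projection organization 1 against 2.01.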

### The Genes Induced Only in WT Astrocytes Include Many Genes Encoding Axonal Guidance Molecules

Since many BP related to neurogenesis and brain development were detected as being differentially expressed only in WT astrocytes, we turned our attention to analyzing in greater detail which genes related to neural development might be of particular interest and therefore good candidates for further analysis. We chose the “nervous system development” BP and uploaded its 41 genes into the STRING online platform to generate a functional gene interaction network (**Figure 4A**). 

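Of the guidance and patterning genes Epha4, Epha7, Itgb1, Plxna1, Tnr, Tenm4 and Slit2, all 7 were past the threshold in WT astrocytes and none in RGC-32 KO. All 7 rose in RGC-32 KO as well, with log2 fold changes from 0.27 for Epha7 to 0.59 for Itgb1. The differences between genotypes were tested as interactions in edgeR, and their unadjusted p-values were 0.00873 for Plxna1 (0.72 in WT, 0.40 in RGC-32 KO), 0.0143 for Tenm4 (0.90 and 0.38) and 0.0426 for Tnr (1.09 and 0.51). They were 0.0896 for Slit2, 0.115 for Epha4, 0.165 for Epha7 and 0.733 for Itgb1, and the adjusted p was 1.00 for each. In RGC-32 KO, the increase had an adjusted p of 0.00573 for Itgb1, 0.00612 for Epha4, 0.00374 for Plxna1, 0.0162 for Slit2 and 0.046 for Tenm4, but 0.0535 for Tnr and 0.303 for Epha7, whose change was 0.08 without TGF-β replicate 1. Itgb1 was just under the fold limit there. Several of the WT calls depend on 1 library or on the normalization. Without WT TGF-β replicate 2, Itgb1 went from 0.64 to 0.47, Epha4 from 0.62 to 0.56 and Slit2 from 0.70 to 0.57, and without WT control replicate 1 Epha7 went from 0.67 to 0.49. With upper quartile normalization Epha4 was at 0.53, Epha7 at 0.58 and Itgb1 at 0.55, and on the Cufflinks values with a pseudocount of 1 all 7 were under 0.6. With the correction for transcript length, chosen after the data were seen, Epha4 was at 0.50, Epha7 at 0.53, Plxna1 at 0.51 and Slit2 at 0.47.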

Our analysis revealed that many of the functionally interacting genes encode members of several families of guidance and patterning molecules, including ephrin type A receptors (Epha4 and Epha7), beta integrins (Itgb1), plexins (Plxna1), tenascins (Tnr), teneurins (Tenm4), and Robo-Slit signaling (Slit2). Other genes from this list encode Runt-related transcription factors (Runx2) or protein tyrosine kinases (Ptk2). 

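Runx2 (chromosome 17) was past the threshold in both genotypes, with log2 fold changes of 0.66 (adjusted p = 0.00423) in WT and 0.60 (adjusted p = 0.00756) in RGC-32 KO. Its interaction was 0.06 (unadjusted p = 0.742). In RGC-32 KO, Runx2 was just under the fold limit with DESeq2 and with RLE normalization (0.59 in each) and at 0.52 with upper quartile normalization. It was at 0.45 there without control replicate 1, and at 0.54 in WT without TGF-β replicate 1. Ptk2 (chromosome 15) changed by 0.61 (adjusted p = 0.000758) in WT and by 0.56 (adjusted p = 0.00139) in RGC-32 KO, an interaction of 0.05 (unadjusted p = 0.604). Ptk2 was under the limit in WT with upper quartile normalization (0.53), with edgeR on 4 libraries (0.59) and without TGF-β replicate 2 (0.50). The same held for Ptk2 on the Cufflinks values (0.38 and 0.41) and with the length correction chosen after the data were seen (0.56). It rose from 69.7 ± 2.63 to 106.5 ± 9.39 CPM and from 69.8 ± 0.774 to 102.7 ± 1.23 CPM.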

Subsequent qPCR analysis confirmed the differential expression of genes such as Epha7, Plxna1, Runx2, and Slit2, with their levels being significantly up-regulated only in WT astrocytes (**Figures 5A, C–E**). We have also noticed a clear trend toward upregulation for Itgb1 in WT astrocytes, although this result did not reach statistical significance. However, when we compared the stimulated levels of Itgb1 between WT and RGC-32 KO astrocytes, we found a significantly higher level in WT astrocytes (**Figure 5B**). We have also observed that in quiescent astrocytes, RGC-32 facilitates Egfl6 expression independent of TGF-β, whereas after stimulation, RGC-32 is necessary for its TGF-β-induced down-regulation (**Figure 5F**).

**Figure 4:**
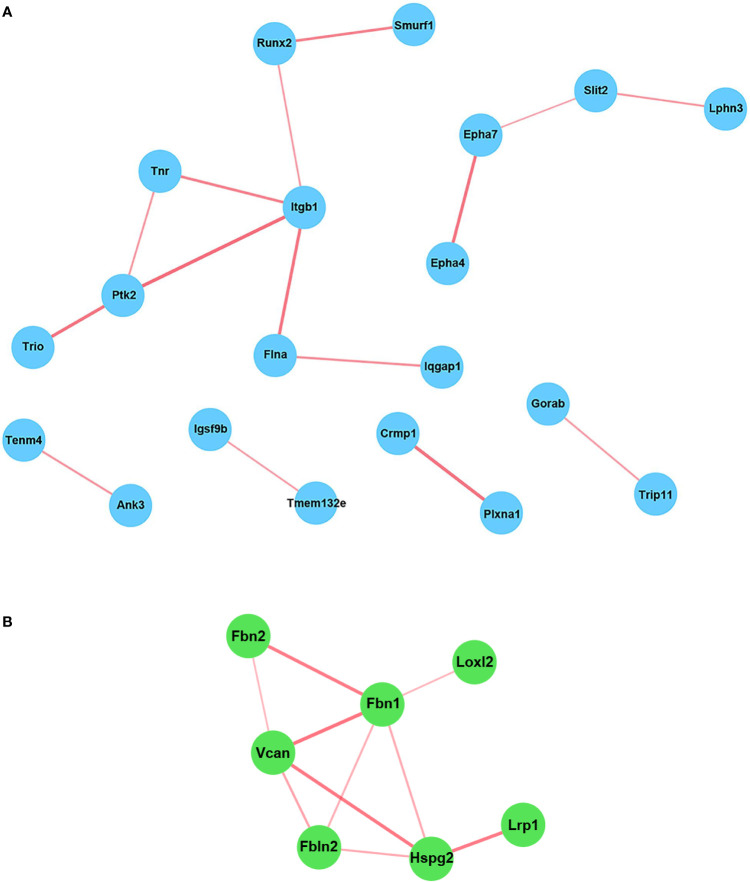
STRING network analysis of the individual genes. The genes belonging to the BP “Nervous system development” **(A)** and those whose TGF-β-regulated levels were significantly higher in WT astrocytes than in RGC-32 KO astrocytes **(B)** were uploaded into the STRING online platform in order to generate a network of functionally interconnected genes. Each node represents an individual gene. The edges between nodes represent physical and functional gene product associations. The thickness of the lines is directly proportional to the strength of the data support. The genes that showed no connectivity were excluded. Some of the functionally interacting genes encode members belonging to several families of proteins, including ephrin type A receptors (Epha4 and Epha7), beta integrins (Itgb1), Runt-related transcription factors (Runx2), plexins (Plxna1), protein tyrosine kinases (Ptk2), tenascins (Tnr), teneurins (Tenm4), and Robo-Slit signaling (Slit2) **(A)**.

**Figure 5:**
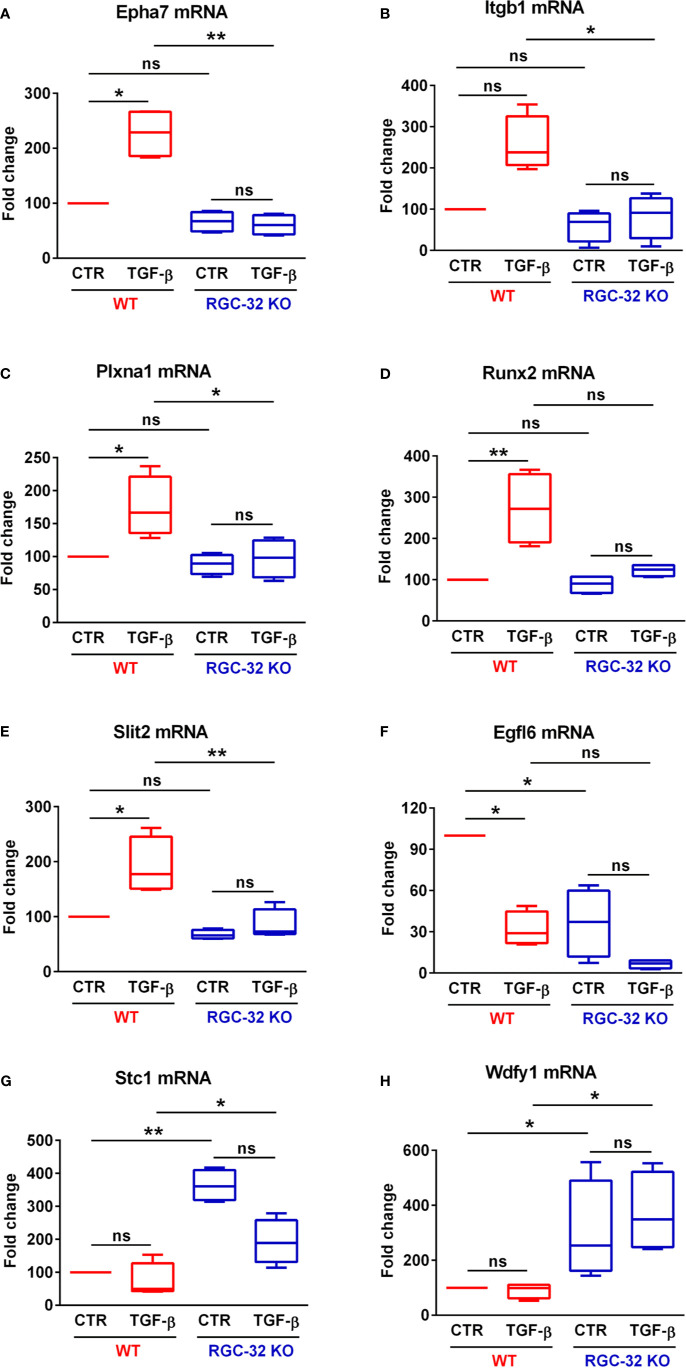
RGC-32 regulates the expression of genes associated with brain development. WT and RGC-32 KO mouse astrocytes were treated with 10 ng/ml TGF-β for 24 h and then analyzed by Real-Time PCR. Epha7 **(A)**, Plxna1 **(C)**, Runx2 **(D)**, and Slit2 **(E)** were significantly up-regulated in WT astrocytes but not in RGC-32 KO astrocytes. There was also a clear trend toward upregulation of Itgb1 levels in WT astrocytes after stimulation, although this result did not reach statistical significance **(B)**. Nevertheless, Itgb1’s induced levels were significantly higher in WT astrocytes than in RGC-32 KO astrocytes **(B)**. Egfl6 was significantly higher in unstimulated WT astrocytes when compared to their RGC-32 KO counterparts, and its expression was significantly down-regulated in WT astrocytes after TGF-β stimulation **(F)**. On the other hand, Stc1 **(G)** and Wdfy1 **(H)** levels were significantly higher in RGC-32 KO astrocytes under both basal and stimulated conditions. The expression of the mRNA in unstimulated (CTR) WT astrocytes was considered to be 100, and the results are shown as -fold change. Data are expressed as mean ± SEM (N = 4). *p < 0.05; **p < 0.01; ns, not statistically significant (Kruskall-Wallis test with Dunn’s multiple comparisons test).

### The Lack of RGC-32 Impairs the Ability of Reactive Astrocytes to Up-Regulate EPHA7 in EAE Mice

Ephrin receptor type 7A (EPHA7) is up-regulated in reactive astrocytes and this receptor is among the ephrin receptors with the highest expression in active MS lesions (37). Based on our RNAseq results, we decided to further characterize its expression during EAE. We first induced EAE in WT and RGC-32 KO mice. As in our previous observations (18, 19), RGC-32 KO mice developed a less severe clinical picture throughout the course of disease (**Supplementary Figure 1**). We then performed double-staining immunohistochemistry for EPHA7 and GFAP on spinal cords collected at the peak of EAE (day 14). Our analysis (**Figures 6A–D**) showed an abundance of astrocytes positive for EPHA7 around the inflammatory infiltrate in the WT mice (**Figure 6A**, arrows), whereas the RGC-32 KO mice showed scant EPHA7 co-localization in their astrocytes (**Figure 6B**, arrows). In addition, the total number of EPHA7/GFAP double-positive cells per microscopic field was significantly higher in WT mice than in RGC-32 KO mice (p<0.05; **Figure 6D**), suggesting that RGC-32 facilitates the expression of EPHA7 during the acute phase of EAE.

**Figure 6:**
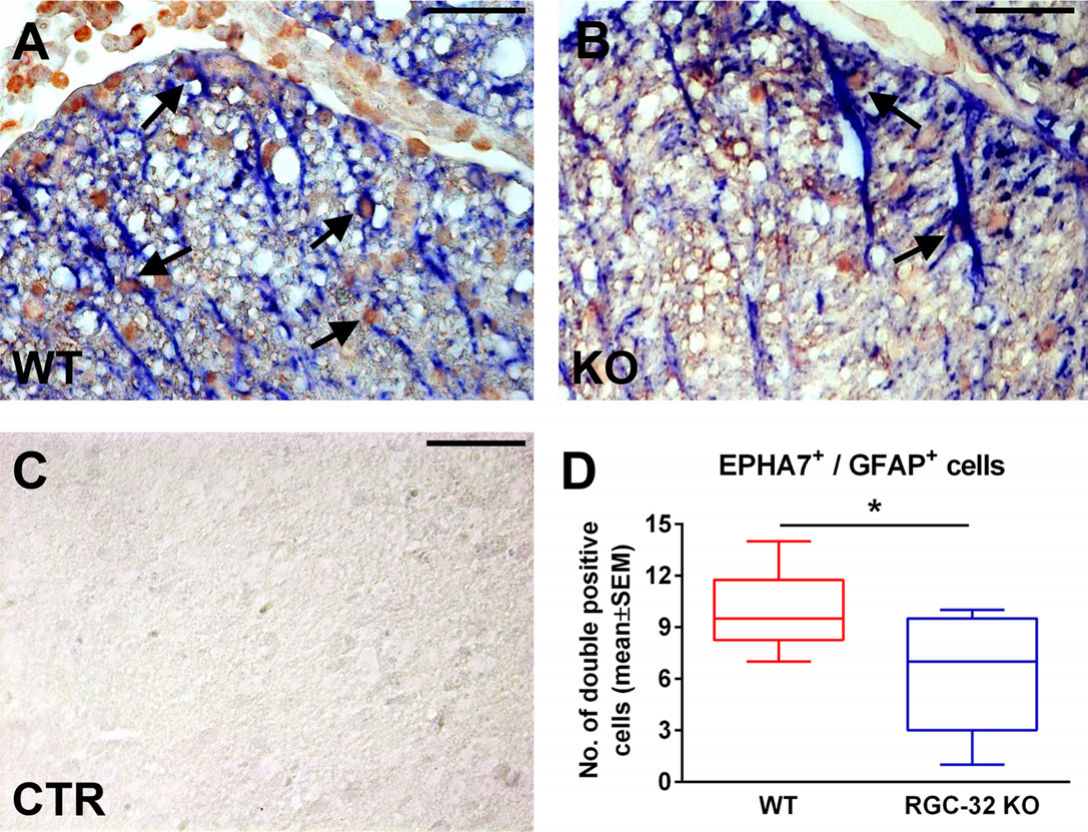
RGC-32 is necessary for the expression of EPHA7 in reactive astrocytes at the peak of EAE. Cervical spinal cords were harvested from WT and RGC-32 KO mice with EAE on day 14 and double-stained with anti-EPHA7 (red) and anti-GFAP (blue) antibody. We observed abundant EPHA7 co-localization with astrocytes in WT mice (**A**, arrows), whereas in RGC-32 KO mice, EPHA7/GFAP double-positive cells were rare (**B**, arrows). Controls (CTR) for the immunoperoxidase and AP reactions were negative **(C)**. Original magnification: x40. Scale bars: 20 µm. When we counted the total number of EPHA7/GFAP-double positive cells per microscopic field, we noticed that the number in WT mice was statistically significantly higher than in RGC-32 KO mice **(D)**. Results in **(D)** are expressed as mean ± SEM. N = 4 mice (8 microscopic areas) in WT; n = 4 mice (9 microscopic areas) in RGC-32 KO. *p < 0.05 (Mann-Whitney test).

### RGC-32 Facilitates the Expression of Genes that Encode ECM-Related Proteins

In order to detect other potential genes that are differentially regulated by RGC-32 but were not observed in our previous analysis, we compared the TGF-β-regulated levels of the genes from our database in WT and RGC-32 KO astrocytes. This analysis revealed that the TGF-β-regulated levels of 29 genes were significantly higher in WT astrocytes than in RGC-32 KO astrocytes (log_2_ -fold change ≥ 0.6; FDR < 0.05) (**Supplementary File 5**). 

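Between the cultures given TGF-β, 3 genes were past the threshold and higher in WT and 3 higher in RGC-32 KO in edgeR, with 1576 genes at an unadjusted p under 0.05. The count depends on the model. In edgeR it also moved when the replicate numbers entered as a block. Fewer genes were higher in WT with the numbers as labelled, and more with the numbers crossed, a choice made after the data were seen. DESeq2 on all 8 libraries called 22 genes higher in WT and 12 higher in RGC-32 KO, and fitted to the 4 stimulated libraries it called 32 and 9. All 29 genes listed were higher in WT, by a median of 0.76 on the log2 scale (0.60 to 1.20), and 3 were past the threshold. With each p adjusted over the list alone, 27 of the 29 were under 0.05, which is not independent evidence because the study chose the list on these libraries.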

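Of these 29 genes, 28 carried a Gene Ontology term, and 6 terms had an adjusted p under 0.05 in the one-sided Fisher's exact test. Extracellular matrix had 9 genes against 0.440 expected, calcium ion binding 10 against 0.786 and proteinaceous extracellular matrix 7 against 0.392. Microfibril had 2 genes against 0.022 (adjusted p = 0.112). Reactome pathways were not analysed here.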

Pathway enrichment analysis of these genes revealed that they belong to cellular components related to ECM and microfibrils, and reactome pathway analysis revealed significant regulation of processes such as “ECM organization”, “elastic fiber formation”, and “degradation of the ECM” (**Supplementary Data**).

STRING network analysis of these 29 genes revealed that most of the functionally interconnected genes encode ECM-associated proteins belonging to families such as the fibrillins (Fbn1 and Fbn2), fibulins (Fbln2), and proteoglycan core proteins (versican [Vcan], heparan sulfate proteoglycan 2 [Hspg2]) (**Figure 4B**). 

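Hspg2 (chromosome 4) was at 903.3 ± 20.3 CPM in WT TGF-β and 524.1 ± 29.9 CPM in RGC-32 KO TGF-β, a log2 difference of 0.79 (SE 0.09, adjusted p = 0.0451). Its call was lost with RLE normalization (adjusted p = 0.0614) and with limma-voom (adjusted p = 0.0675), among others, and its adjusted p ran from 1.29e-11 (DESeq2) to 0.126 over the alternatives. Fbn1 (chromosome 2) was higher in WT by 0.72 (SE 0.11, adjusted p = 0.0864), Fbn2 (chromosome 18) by 1.20 (SE 0.15, adjusted p = 0.0721), Fbln2 (chromosome 6) by 0.84 (SE 0.18, adjusted p = 0.161) and Vcan (chromosome 13) by 0.65 (SE 0.12, adjusted p = 0.129). DESeq2 on all 8 libraries called these 4 genes too, with an adjusted p of 5.07e-07 for Fbn1, 1.23e-08 for Fbn2, 3.1e-05 for Fbln2 and 0.000225 for Vcan, the lowest over the alternatives, while the highest were 0.289, 0.215, 0.287 and 0.222. Fbn1 was also past the threshold on the Cufflinks values. TGF-β raised all 5 in RGC-32 KO astrocytes as well, by 2.02 for Fbn1, 0.82 for Fbn2, 2.15 for Fbln2, 1.67 for Vcan and 0.90 for Hspg2, against 2.46, 1.30, 2.48, 1.95 and 1.35 in WT. Their interactions had unadjusted p-values of 0.0203, 0.0662, 0.226, 0.157 and 0.00745, in the same order, and each adjusted p was 1.00.

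**Figure D2:**
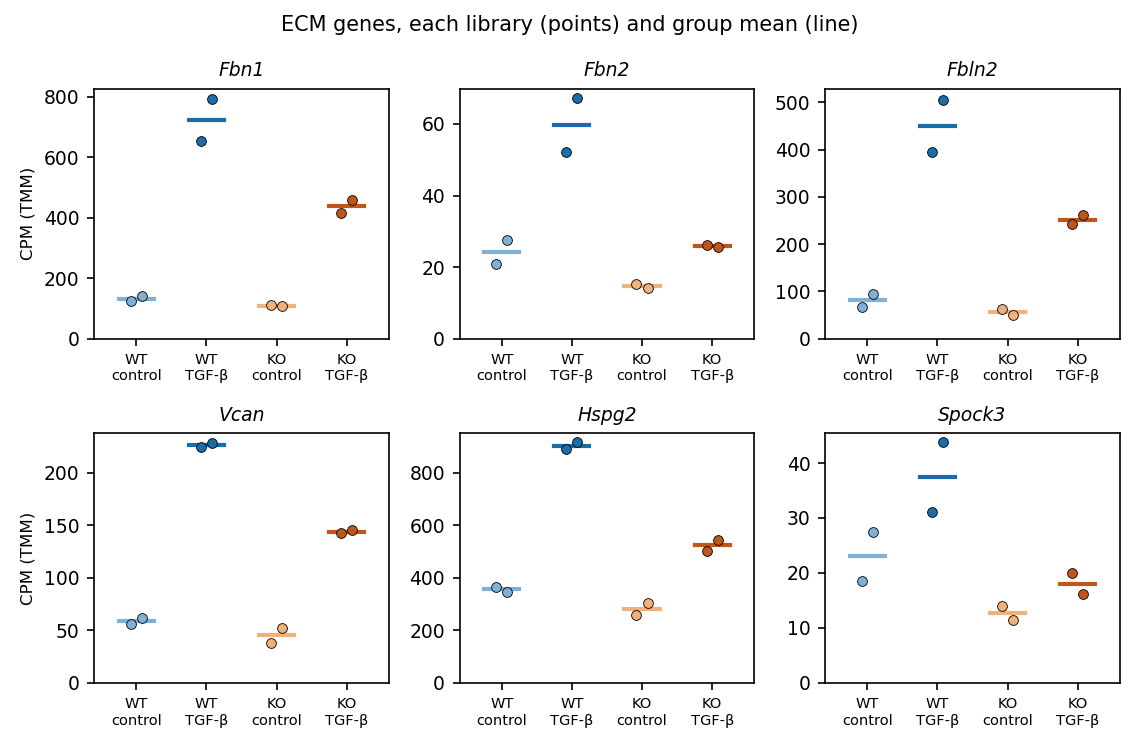
Levels in CPM of Fbn1, Fbn2, Fbln2, Vcan, Hspg2 and Spock3 in each library (points) and their group means (lines), in WT and RGC-32 KO astrocytes without and with TGF-β. 2 libraries per group.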

Subsequent Real-Time PCR analysis confirmed the RNAseq findings, with the levels of Fbn1, Fbn2 and Hspg2 being significantly higher in WT astrocytes after TGF-β stimulation (**Figures 7A** **–C**). Another member of the proteoglycan core family, namely Sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3 (Spock3), also known as testican-3, was also found to have higher levels in WT astrocytes than RGC-32 KO astrocytes (**Figure 7D**). On the other hand, we observed higher levels of Fbln2 and Vcan in WT astrocytes stimulated with TGF-β, although these results did not reach statistical significance (**Figures 7E** **, F**).

**Figure 7:**
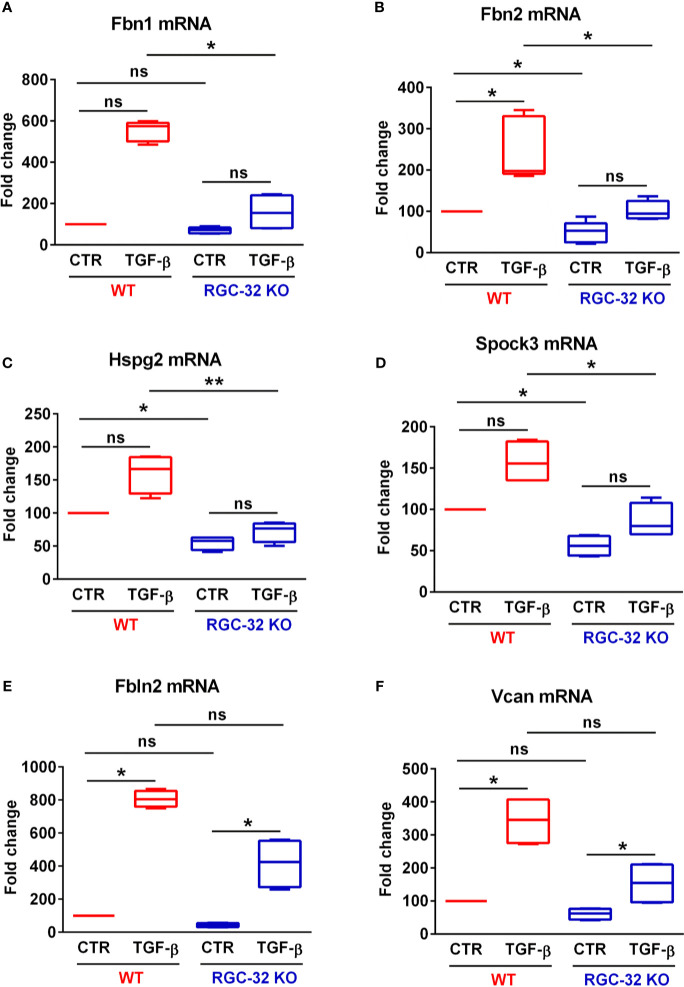
RGC-32 facilitates the *in vitro* expression of genes encoding ECM-associated fibrous proteins and proteoglycan core proteins. WT and RGC-32 KO mouse astrocytes were treated with 10 ng/ml TGF-β for 24 h. The expression of Fbn1, Fbn2, Hspg2, Spock3, Fbln2 and Vcan was then assessed by Real-Time PCR. Fbn1 **(A)**, Fbn2 **(B)**, Hspg2 **(C)** and Spock3 **(D)** were significantly higher in WT astrocytes than in RGC-32 KO astrocytes after TGF-β stimulation. There were also higher stimulated levels of Fbln2 **(E)** and Vcan **(F)** in WT astrocytes than in RGC-32 KO astrocytes, although these results did not reach statistical significance. The expression of the mRNA in unstimulated (CTR) WT astrocytes was considered to be 100, and the results are shown as -fold change. Data are expressed as mean ± SEM (N = 4). *p < 0.05; **p < 0.01; ns, not statistically significant (Kruskall-Wallis test with Dunn’s multiple comparisons test).

These findings suggest that RGC-32 is necessary to facilitate the transcription of a number of genes involved in ECM synthesis and deposition, with a particular emphasis on proteoglycan core proteins, a finding that further emphasizes RGC-32’s role in gliotic scar formation (17, 19, 38).

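The paper proposes that RGC-32 is needed for the transcription of genes of ECM synthesis and deposition, proteoglycan core proteins above all. It draws on levels after stimulation, by RNA sequencing and by Real-Time PCR. In its PCR, Fbn1, Fbn2, Hspg2 and Spock3 were significantly higher in WT, and those values were not analysed here. For the proteoglycan Spock3 (chromosome 8), the difference between stimulated WT and RGC-32 KO cultures was 1.05 on the log2 scale (SE 0.23, adjusted p = 0.179 in edgeR, and 0.000912 in DESeq2 to 0.284 over the alternatives), at 37.4 ± 9.04 and 18.0 ± 2.72 CPM. Without TGF-β, Spock3 was higher in WT by 0.87 (SE 0.24, adjusted p = 0.547), and its interaction was 0.18 (unadjusted p = 0.599). After the correction for transcript length, the median of the 29 genes of Supplementary File 5 was 0.65, with all 29 still above 0 and 2 past the threshold.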

### RGC-32 Has an Inhibitory Effect on Genes Associated With Neural Stem Cells and Astrocyte Progenitors *In Vitro* and *In Vivo*

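Of the 11 genes of Supplementary File 6, all 11 were higher in RGC-32 KO TGF-β than in WT TGF-β cultures, 11 had an adjusted p under 0.05 when adjusted over the list alone and 3 were past the threshold over all genes. Of the 6 genes of Supplementary File 7, all 6 were higher in RGC-32 KO control than in WT control cultures, with 6 under 0.05 over the list alone and 4 past the threshold. Both lists were chosen by the study on these libraries, so the adjustment over the list alone is not independent evidence. Their medians were -0.77 and -0.85 on the log2 scale, as WT against RGC-32 KO.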

To unravel the most significant genes negatively regulated by RGC-32, we generated a list of genes whose TGF-β-regulated levels were significantly higher in RGC-32 KO astrocytes (**Supplementary File 6**) and a list of genes whose basal levels were significantly higher in RGC-32 KO astrocytes (**Supplementary File 7**). The two most significantly regulated genes in both categories were stanniocalcin 1 (Stc1), a gene up-regulated in gliomas (39) and WD repeat and FYVE domain-containing protein 1 (Wdfy1), a gene expressed in neural progenitors (40). 

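Stc1 (chromosome 14, as Rgcc) was lower in WT by 1.99 on the log2 scale in both comparisons, which is a fitted value of -1.99 with TGF-β (SE 0.21, adjusted p = 0.0451) and -1.99 without (SE 0.18, adjusted p = 0.0164). Wdfy1 (chromosome 1) had -1.67 (SE 0.11, adjusted p = 0.00425) with TGF-β and -1.61 (SE 0.11, adjusted p = 0.00449) without. Wdfy1 kept both calls in each alternative recorded for single genes, but with glmTreat 0 basal genes were higher in RGC-32 KO, so its basal call was lost there. Stc1 lost its call in both comparisons with edgeR on 4 libraries and with the replicate block, and with limma-voom in the stimulated one. Its adjusted p ran over the alternatives from 0.000186 to 0.0879 stimulated and from 0.0054 to 0.172 basal. Stc1 was at 2.17 ± 0.119 CPM in WT control and 8.65 ± 1.32 CPM in RGC-32 KO control, and Wdfy1 at 23.3 ± 3.03 and 70.9 ± 6.79 CPM, differences well beyond the spread of the replicates. TGF-β changed Wdfy1 by 0.21 (adjusted p = 0.205) in WT and 0.27 (adjusted p = 0.0865) in RGC-32 KO.

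**Figure D3:**
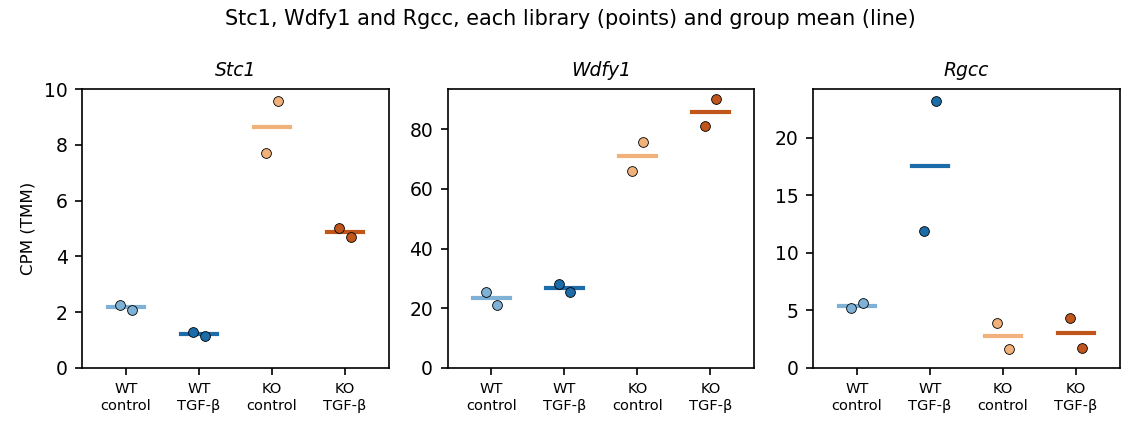
Levels in CPM of Stc1, Wdfy1 and Rgcc in each library (points) and their group means (lines), in WT and RGC-32 KO astrocytes without and with TGF-β. 2 libraries per group.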

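After TGF-β, Stc1 changed by -0.83 on the log2 scale in both genotypes and was past the threshold in both, with an adjusted p = 0.00863 in RGC-32 KO (SE 0.16) and 0.0282 in WT astrocytes (SE 0.23). The interaction was 0.00 (unadjusted p = 0.992). With DESeq2 on all 8 libraries it was past the threshold in neither (adjusted p = 0.053 and 0.128), and over the alternatives the adjusted p ran from 0.00184 to 0.053 in RGC-32 KO and from 0.0116 to 0.128 in WT. It reached 4.86 ± 0.237 CPM in RGC-32 KO TGF-β and 1.21 ± 0.0853 CPM in WT TGF-β. In the authors' deposited tables, its log2 fold change was -0.84 (adjusted p = 0.0314) in RGC-32 KO and -0.85 (adjusted p = 0.334) in WT.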

Stc1 was also one of the 116 genes whose levels were significantly down-regulated by TGF-β in RGC-32 KO astrocytes (-fold change relative to unstimulated = 0.55; FDR = 0.03). Real-Time PCR results subsequently confirmed our RNAseq findings (**Figures 5G, H**) and showed that RGC-32 exerts an inhibitory effect on both Wdfy1 and Stc1 expression.

These observations prompted us to further investigate WDFY1 and STC1 protein expression *in vivo* in normal mice and mice with EAE by using immunohistochemistry (**Figures 8A–F** and **9A–F**). On day 0, we observed a weak staining pattern for WDFY1 in the white matter of spinal cords, although the WDFY1^+^ cells with a radial morphology were more easily distinguishable in RGC-32 KO mice (**Figure 8B**, arrows). In comparison, WT mice were almost completely devoid of WDFY1^+^ cells with a bipolar shape, although some nuclear expression was observed (**Figure 8A**, arrow). On day 14, we noticed that the number of WDFY1^+^ radially shaped cells significantly increased in both types of mice as compared to day 0 (p<0.01 for WT; p<0.05 for RGC-32 KO; **Figure 8F**), and their processes became thicker and more elongated. Nevertheless, the cells from RGC-32 KO mice had even longer processes (**Figure 8D**, arrows) and were present in higher number (p<0.05; **Figure 8F**) than those in WT mice (**Figure 8C**, arrows).

**Figure 8:**
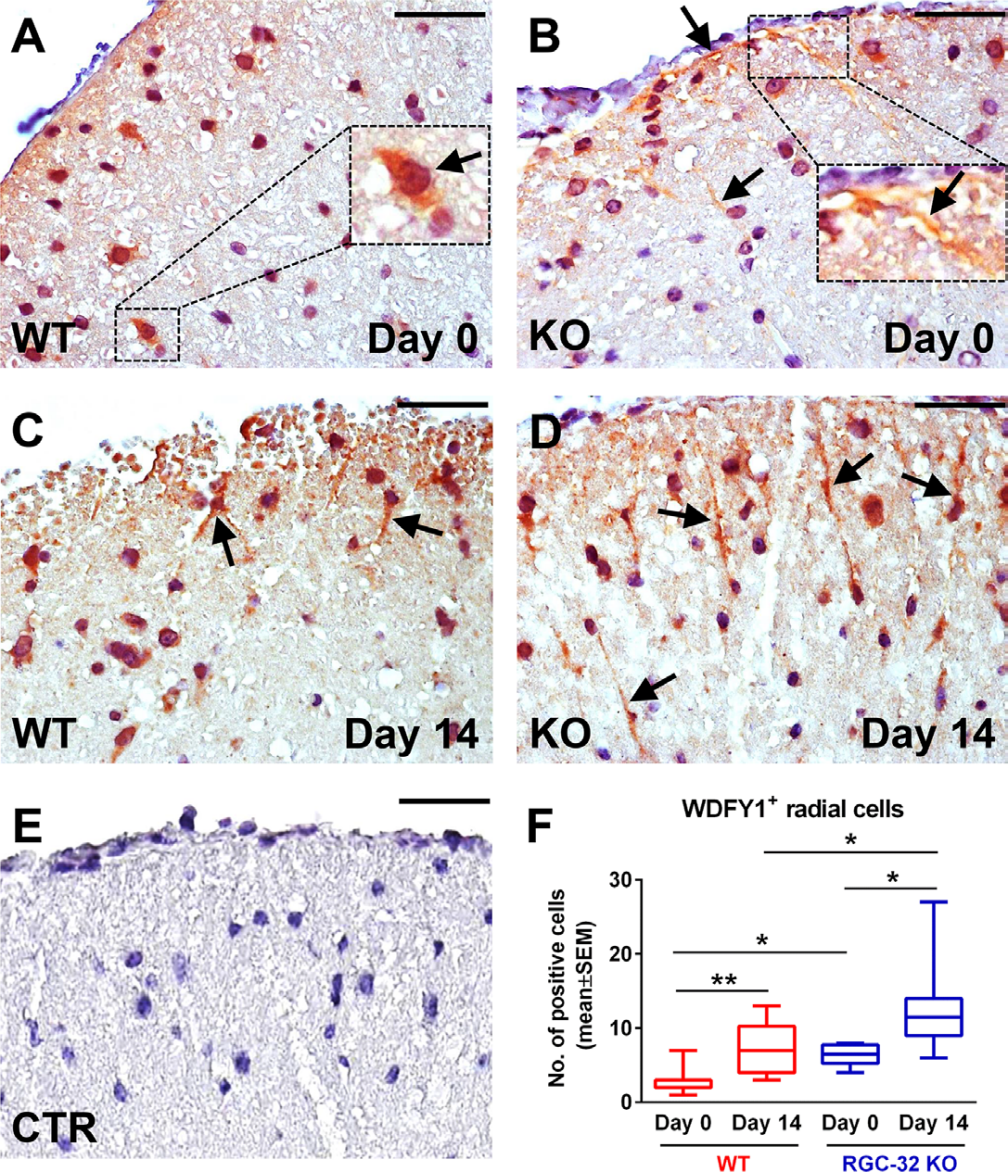
Lack of RGC-32 affects the number and morphology of WDFY1^+^ spinal cord cells *in vivo* in both normal adults and mice with EAE. Cervical spinal cords were harvested from control mice (day 0) and from mice with EAE on day 14, stained with an anti-WDFY1 antibody, and then counterstained with Harris hematoxylin. Day 0 WT mice were almost devoid of WDFY1^+^ cells with a bipolar shape, although some nuclear and perinuclear pattern was observed (**A**, arrow). RGC-32 KO mice (day 0) showed WDFY1^+^ radial glial cells; nevertheless, their processes were relatively short (**B**, arrows; number of WDFY1^+^ cells detected: 3). On the other hand, on day 14, WDFY1^+^ cells from RGC-32 KO mice had expanded their processes, which had become abundant (**D**, arrows; number of WDFY1^+^ cells detected: 9), in contrast to the WT mice, whose cell processes remained relatively short (**C**, arrows; number of WDFY1^+^ cells detected: 5). The control (CTR) for the immunoperoxidase reaction was negative **(E)**. Original magnification: x40. Scale bars: 20 µm. WDFY1^+^ cells with radial morphology were manually counted in white matter areas corresponding to x20-magnified spinal cord sections, and the results **(F)** are expressed as mean ± SEM. Day 0: n = 3 mice (8 microscopic areas) in each group. Day 14: N = 4 mice (10 microscopic areas) in WT; N = 4 mice (8 microscopic areas) in RGC-32 KO. *p < 0.05; **p < 0.01 (Kruskall-Wallis test with Dunn’s multiple comparisons test).

When we analyzed the expression of STC1 on day 0, we observed STC1^+^ radial cells in both the WT and RGC-32 KO mice (**Figures 9A, B**, arrows). However, there was no significant difference in the number of these cells between the two groups (**Figure 9F**). Nevertheless, when we counted the total number of STC1^+^ cells on day 0, including those that showed only a nuclear or perinuclear pattern, we found that the RGC-32 KO mice had a slightly (albeit statistically significantly) higher number of these cells than did the WT mice [WT: median = 32.5, sum of ranks = 48; RGC-32 KO: median = 39.5, sum of ranks = 88; p = 0.03, Mann-Whitney test. N = 3 mice (8 microscopic areas) in each group]. On day 14, we observed that the STC1^+^ radial cells became more elongated in the RGC-32 KO mice than they were on day 0 (**Figure 9D**, arrows), whereas in WT mice these cells did not undergo any significant gross morphological changes between the two time points (**Figure 9C**, arrows). When we counted the number of STC1^+^ cells with a bipolar morphology, we found that there were more in RGC-32 KO mice on day 14 than on day 0 (p<0.01; **Figure 9F**), whereas in WT mice it remained roughly the same between the two time points.

**Figure 9:**
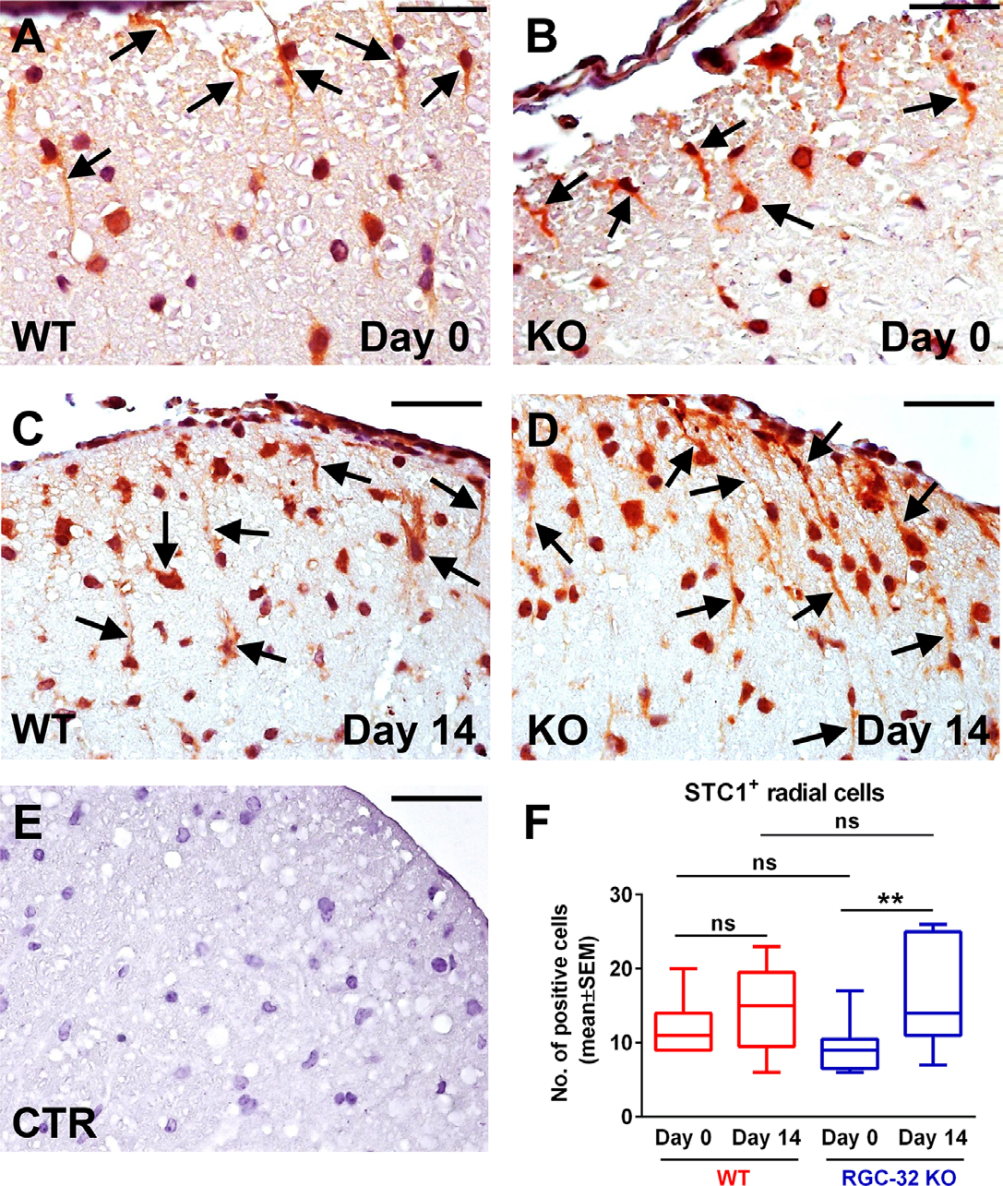
Lack of RGC-32 affects the number and morphology of STC1^+^ spinal cord cells *in vivo* at the peak of EAE. Cervical spinal cords were harvested from control mice (day 0) and from mice with EAE on day 14, stained with an anti-STC1 antibody, and then counterstained with Harris hematoxylin. We observed STC1^+^ radial glial cells in both WT (**A**, arrows; number of STC1^+^ cells detected: 8) and RGC-32 KO mice (**B**, arrows; number of STC1^+^ cells detected: 7) on day 0. On day 14, STC1^+^ cells from RGC-32 KO mice displayed an increase in the length of their processes (**D** arrows; number of STC1^+^ cells detected: 13), in contrast to WT mice, which showed little morphological change as compared to day 0 (**C** arrows; number of STC1^+^ cells detected: 9). The control (CTR) for the immunoperoxidase reaction was negative **(E)**. Original magnification: x40. Scale bars: 20 µm. STC1^+^ cells with radial morphology were manually counted in white matter areas corresponding to x20-magnified spinal cord sections. Only RGC-32 KO spinal cords showed a statistically significant increase in the number of these cells on day 14 as compared to day 0 **(F)**. The results in **(F)** are expressed as mean ± SEM. Day 0: n = 3 mice (9 microscopic areas) in each group. Day 14: N = 4 mice (13 microscopic areas) in WT; N = 4 mice (11 microscopic areas) in RGC-32 KO. **p < 0.01; ns, not statistically significant (Kruskall-Wallis test with Dunn’s multiple comparisons test).

Taken together, these results demonstrate that WDFY1^+^ and STC1^+^ radial glial cells increase in number in the spinal cords of mice that lack RGC-32 during acute EAE when compared to RGC-32 KO control mice.

### Lack of RGC-32 Affects the Number and Morphology of Adult Radial Glia at the Peak of EAE

To further investigate and better understand how RGC-32 regulates the development and dynamics of radial glia, we analyzed the distribution of two radial glial cell markers, CD133 and homeodomain-only protein homeobox (HOPX) (**Figures 10A–F** and **11A–F**). CD133 is a transmembrane cell adhesion protein that is present on a subpopulation of radial glia with pluripotent stem cell properties (41). CD133 immunostaining of spinal cords from uninjected mice (day 0) revealed the presence of CD133^+^ cells with short radial processes in the white matter of both WT and RGC-32 KO mice (**Figures 10A, B**, arrows). There was no significant difference in the number of these cells between WT and RGC-32 KO mice (**Figure 10F**). On the other hand, in the acute phase of EAE, RGC-32 KO mice showed an abundance of CD133^+^ radial glia when compared to the WT mice (p<0.05, **Figure 10F**), and the processes of these radial glia were more elongated than those of their WT counterparts (**Figures 10C**, 10, arrows). Some of these processes were arranged in chains perpendicular to the pial surface (**Figure 10D**, arrowheads). In contrast, we saw little to no morphological change in the CD133^+^ radial glia processes in WT mice between day 0 and day 14 (**Figures 10A, C**, arrows). Interestingly, we also detected a significant increase in the number of CD133^+^ radial glia in the RGC-32 KO mice at day 14 as compared to day 0 (p<0.001), whereas in the WT group, there was no change (**Figure 10F**).

**Figure 10:**
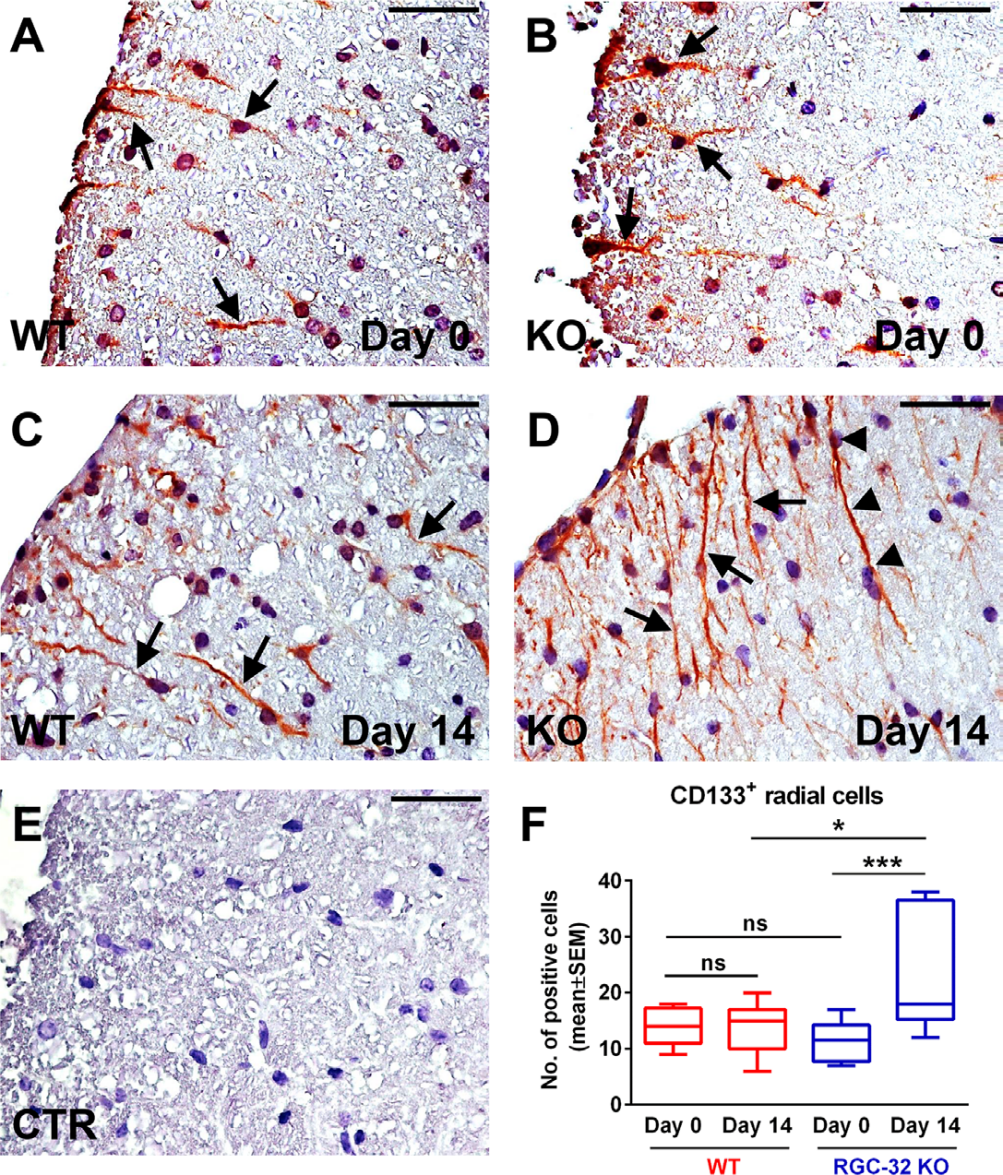
Lack of RGC-32 affects the number and morphology of CD133^+^ spinal cord radial glia *in vivo* during the acute phase of EAE. Cervical spinal cords were harvested from control mice (day 0) and from mice with EAE on day 14, stained with an anti-CD133 antibody, and then counterstained with Harris hematoxylin. On day 0, we did not see any noticeable difference in the morphology of the CD133^+^ cells with a radial shape between the WT and RGC-32 KO mice (**A, B**, arrows). On the other hand, on day 14, CD133^+^ cells from RGC-32 KO mice showed an expansion in the length of their processes (**D** arrows, some of them even showing a chain arrangement **(D)**, arrowheads), whereas in WT mice, these cells generally retained their morphology and length as compared to day 0 (**C**, arrows). The control (CTR) for the immunoperoxidase reaction was negative **(E)**. Original magnification: x40. Scale bars: 20 µm. Counting of the CD133^+^ cells with radial morphology revealed no difference between WT and RGC-32 KO on day 0, and a significantly higher number in RGC-32 KO mice than in WT mice on day 14. Also, only in RGC-32 mice did we detect a significant increase in the number of these cells on day 14 as compared to day 0 **(F)**. Results in F are expressed as mean ± SEM. Day 0: n = 3 mice (8 microscopic areas) in WT; n = 3 mice (10 microscopic areas) in RGC-32 KO. Day 14: N = 4 mice (11 microscopic areas) in WT; N = 3 mice (10 microscopic areas) in RGC-32 KO. *p < 0.05; ***p < 0.001; ns, not statistically significant (Kruskall-Wallis test with Dunn’s multiple comparisons test).

We then analyzed the expression of HOPX, a small homeodomain protein expressed in adult radial glia destined to be astrogliogenic (42, 43). HOPX immunostaining revealed a mostly nuclear and perinuclear pattern. On day 0, we detected HOPX^+^ cells in both the WT and RGC-32 KO spinal cords (**Figures 11A, B**, arrows), with no significant numeric difference between the two groups (**Figure 11F**). However, on day 14, we observed a higher number of HOPX^+^ cells in the RGC-32 KO mice (**Figure 11D**, arrows) than in the WT mice (**Figure 11C**, arrows) (p<0.001, **Figure 11F**). Curiously, the number of HOPX^+^ cells was significantly decreased in the WT mice on day 14 as compared to day 0 (p<0.01), whereas in the RGC-32 KO mice, we detected a slight increase between day 0 and day 14, although this difference was not statistically significant (**Figure 11F**).

**Figure 11:**
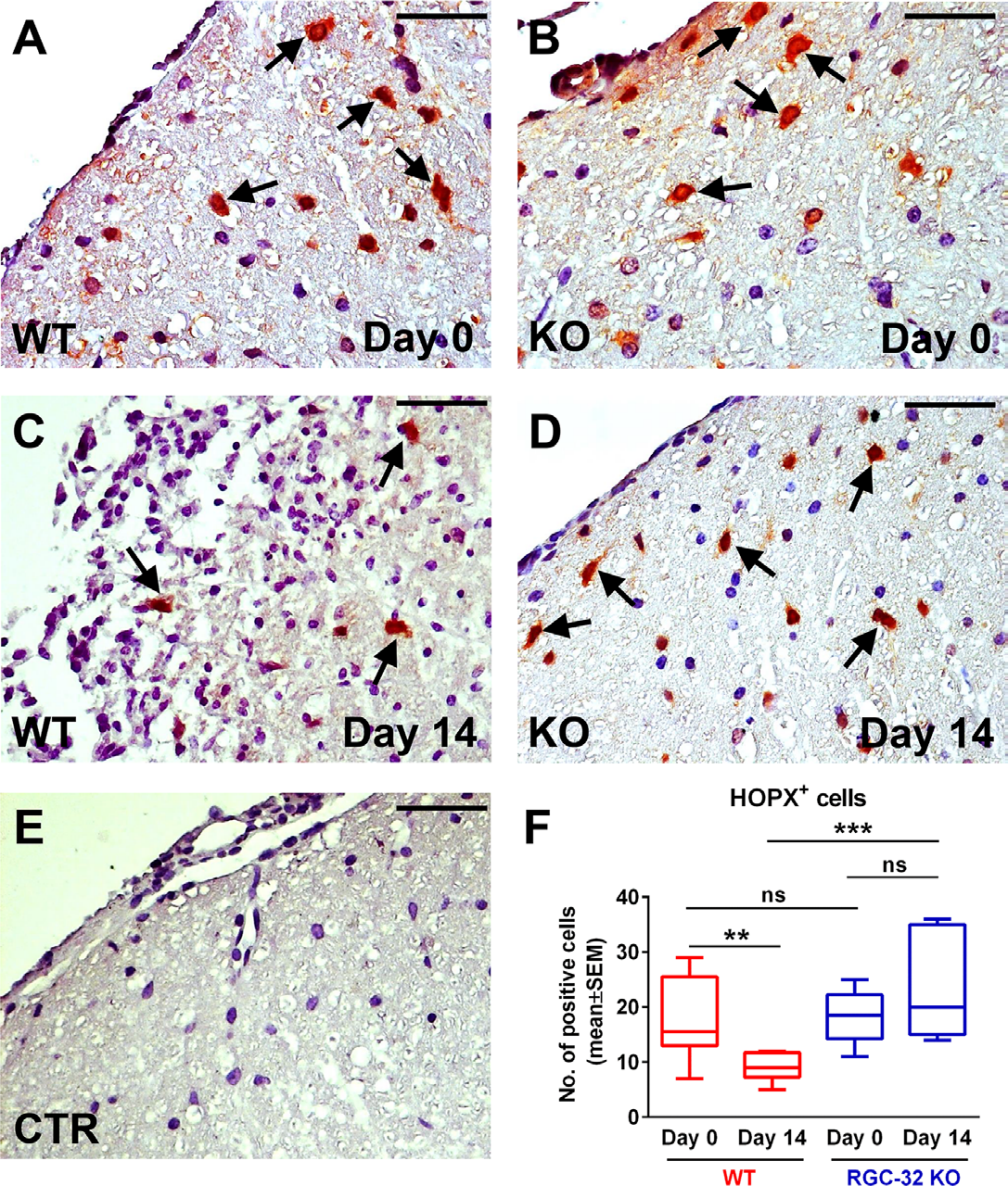
Lack of RGC-32 affects the number of HOPX^+^ spinal cord radial glia *in vivo* during the acute phase of EAE. Cervical spinal cords were harvested from uninjected mice (day 0) and from mice with EAE on day 14, stained with an anti-HOPX antibody, and then counterstained with Harris hematoxylin. On day 0, HOPX^+^ cells were distributed with a relatively equal density in WT and RGC-32 KO mice **(A, B)**, arrows. However, on day 14, the number of HOPX^+^ cells was significantly higher in RGC-32 KO mice **(D)**, arrows than in WT mice **(C)**, arrows. In WT mice, we detected fewer HOPX^+^ cells on day 14 than on day 0, whereas in RGC-32 KO mice we did not detect any noticeable difference between day 0 and day 14. The control (CTR) for the immunoperoxidase reaction was negative **(E)**. Original magnification: x40. Scale bars: 20 µm. Counting the total number of HOPX^+^ cells per microscopic field revealed no difference between WT and RGC-32 KO mice on day 0, and a significantly higher number in RGC-32 KO mice than in WT mice on day 14 **(F)**. Results in **(F)** are expressed as mean ± SEM. Day 0: N = 3 mice (8 microscopic areas) in each group. Day 14: N = 3 mice (8 microscopic areas) in each group. **p < 0.01; ***p < 0.001; ns, not statistically significant (Kruskall-Wallis test with Dunn’s multiple comparisons test).

Collectively, these findings indicate that RGC-32 regulates the ability of radial glia and neural stem cells to undergo numeric and morphological changes during acute EAE and further strengthen RGC-32’s role in astrocytic development and the progenitor response to neuroinflammation.

## Discussions

Our RNA sequencing analysis has revealed that TGF-β stimulation of astrocytes turns on, at least partially, some of the transcriptional programs that are active during CNS development. The transcriptome analysis revealed for the first time that RGC-32 exerts an inhibitory effect on both STC1 and WDFY1. WDFY1 is an adaptor protein that has been found to potentiate the Toll-like receptor 3 and 4 (TLR3, TLR4) signaling pathways, thus contributing to innate immune responses (44). Although there is scarce evidence to suggest its involvement in brain processes, a couple of studies have found that WDFY1 is expressed in neurons and neural stem cells during differentiation and may contribute to neurogenesis (40). Yeo et al. have shown that peroxiredoxin inhibits neurogenesis by downregulating WDFY1 expression in neural precursor cells in a transgenic mouse model (40). Recently, Ouyang and coworkers have demonstrated that WDFY1 regulates dendritic morphogenesis in rodent pyramidal neurons (45). STC1 is a secreted glycoprotein that was initially described as a hormone involved in the regulation of calcium and phosphorus metabolism (46). Subsequent studies have shown that STC1 expression increases in gliomas and is associated with tumor development and progression (39, 46, 47). A study by Li et al. has demonstrated that overexpression of STC1 augments the stem-cell like properties of glioblastoma cells by increasing the NOTCH-SOX2 signaling pathway (48). Luo and coworkers have recently shown that STC1 levels directly correlate with those of matrix metalloproteinases (MMP)-2, MMP9, and vimentin in gliomas, and these authors hypothesized that STC1 augments the invasive capacities of glioma cells (49). We have also recently shown that RGC-32 KO astrocytes express higher levels of MMP2 and MMP9 than do WT astrocytes, possibly as a means of increasing ECM degradation and enhancing cell migration (19).

To our knowledge, our study is the first to evaluate STC1 and WDFY1 expression in mouse astrocytes both *in vitro* and *in vivo* during EAE. The morphology and dynamics of WDFY1^+^ and STC1^+^ cells in the spinal cords of RGC-32 KO mice were highly similar to those of CD133^+^ radial glia, in that both types of cells increased their number and overall process length at day 14 of EAE as compared to day 0, and some of them even showed a chain arrangement (**Figure 10D**, arrowheads), a pattern similar to that described by others as a mean of migration for glial precursors from progenitor zones toward a lesion injury (43). CD133, also known as prominin-1, is a transmembrane glycoprotein expressed on the surface of neural stem cells in the developing and adult CNS and is a key histological marker for gliomas (50, 51). However, additional studies are necessary to establish whether STC1 and WDFY1 are co-expressed by these CD133^+^ radial glia (**Figure 12**). It is also important to mention that RGC-32 KO mice have an increased number of radial glia during acute EAE. This might be due to the fact that during acute EAE, other cytokines and growth factors regulated by RGC-32 might affect radial glia maturation and markers expression (19). On the other hand, in this study we did not find a difference in the number of CD133^+^ or HOPX^+^ radial glia (two subpopulations of radial glia) between WT and RGC-32 KO normal mice, suggesting that RGC-32 may differently regulate the expression of several markers of radial glia in normal *vs*. EAE mice.

**Figure 12:**
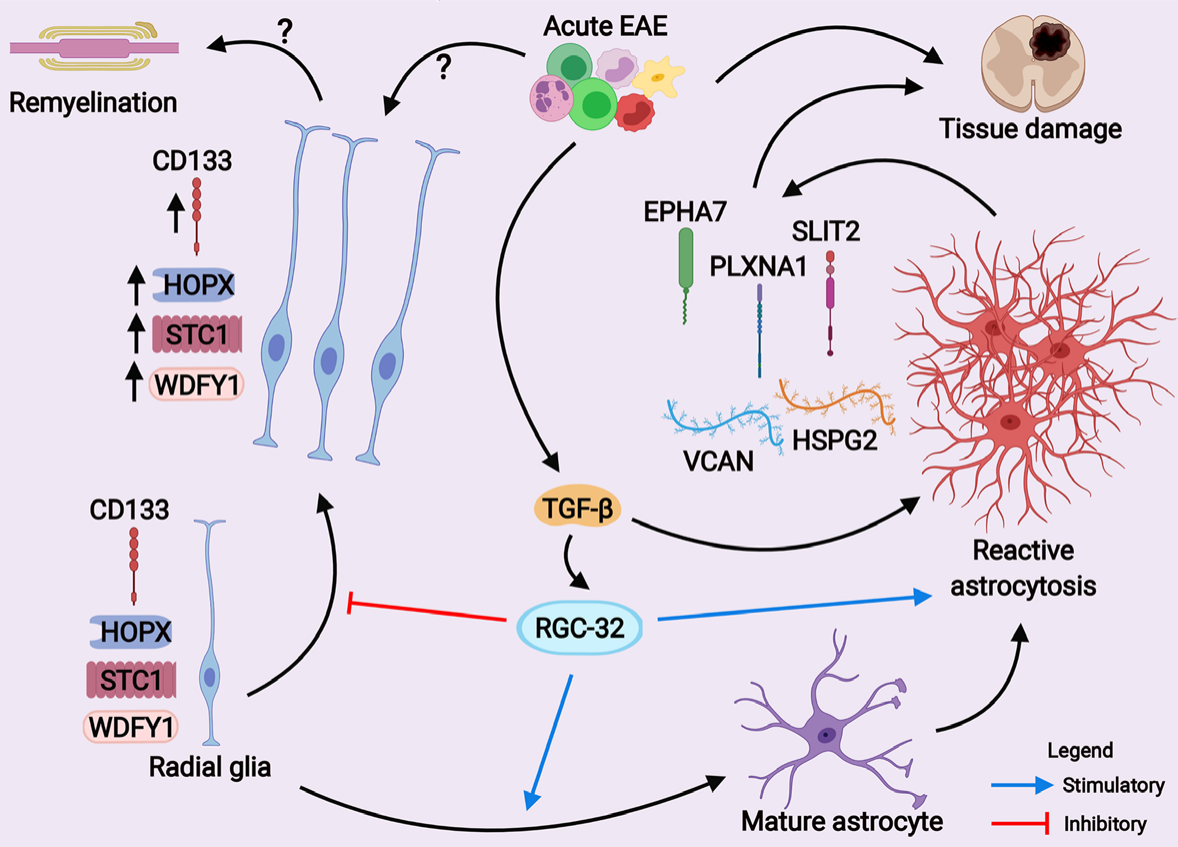
A scheme depicting the main hypothesis of how RGC-32 works as a regulator of astrocyte development and reactive astrocytosis during EAE. Our current results suggest that RGC-32 facilitates a pathogenic reactive phenotype of astrocytes during acute EAE. On the other hand, RGC-32 seems to negatively regulate the proliferation, morphological changes and possibly migration of CD133^+^, HOPX^+^, STC1^+^ and WDFY1^+^ radial glia at the peak of EAE, as these cells increase their number and become more elongated when RGC-32 is absent. However, whether these radial glia cells exert protective effects is yet to be established. (Created with BioRender.com).

Our study also revealed that a lack of RGC-32 significantly affects the number of HOPX^+^ cells in the spinal cords of mice with EAE in the acute phase. HOPX is an atypical transcription factor whose homeodomain lacks the ability to bind DNA; instead, it regulates DNA transcription indirectly through binding to other transcription factors (52). HOPX has been established as a marker of radial glia, and its expression is increased during neurodevelopment, as well as in the neurogenic niches of the adult brain such as the subventricular zone (42, 53, 54). A study by Vaid et al. has shown that HOPX is present in a subpopulation of neural progenitors called basal radial glia and is critical for maintaining their pool during neocortex development (55). Sweigel et al. identified HOPX as a key gene expressed by a subpopulation of neural stem cells that are mainly destined to differentiate into astrocytes in the adult subventricular zone (42). Another study has identified HOPX as one of the genes expressed in both neonatal and adult spinal cord radial glia (43). Interestingly, we observed that the number of HOPX^+^ cells was significantly decreased at the peak of EAE as compared to day 0 in WT spinal cords but was increased in RGC-32 KO spinal cords on day 14. We speculate that in WT spinal cords, most of the HOPX^+^ adult radial glia undergoes reactive changes in the acute phase of inflammation and loses HOPX expression, whereas RGC-32 KO radial glia increase their HOPX expression as a result of their inability to undergo reactive changes and adopt a mature phenotype, as we have recently demonstrated (19).

The up-regulation of AGM is of particular interest. The AGM comprise receptors, ligands, and cues that guide the growing axons toward their destination. These processes are critical for normal physiological processes such as axonal growth, neuronal migration, and synaptogenesis (56). However, some of these AGM are also up-regulated in response to CNS insults, and reactive astrocytes are regarded as a major source for their postnatal synthesis (57). Depending upon their ligand-receptor combinations, ACM can behave as either attractants or repellants for the inflammatory cells and exert both pro-inflammatory and anti-inflammatory properties (57).

Among AGM that are differentially regulated in WT astrocytes, we detected members of the ephrin receptor family, such as Epha7. Epha7 has been reported to be one of the several ephrin receptors that are up-regulated in reactive astrocytes from active MS lesions (37). Willson et al. have found that Epha7 has the highest immunoreactivity among ephrin receptors in the spinal cords of rats affected by thoracic contusion, and its expression is localized to glial cells (58). Figueroa et al. have also found increased Epha7 immunoreactivity in reactive astrocytes from injured spinal cords and observed that its inhibition accelerates functional recovery of the affected rats (59). In our study, we found that Epha7 was co-localized with astrocytes in WT mice at the peak of EAE, and this co-localization was decreased in RGC-32 KO mice. Based on these findings, we speculate that up-regulation of Epha7 is one of the molecular mechanisms through which RGC-32 facilitates reactive astrocytosis during EAE (**Figure 12**).

We have previously shown that in astrocytes, RGC-32 facilitates the nuclear translocation of STAT3, a transcription factor critical for the gliogenic switch during astrogliogenesis (19). In the present study, we observed that RGC-32 regulates the expression of genes that encode transcription factors (e.g., Runx2), cytokines (e.g., Il-11) and ECM proteins (e.g., Tenascin R) with potential astrogliogenic properties. For instance, a number of researchers have reported that the Runt-related transcription factor Runx2 is critical for astrocyte differentiation (60) and maturation (61). Another study has found that the IL-6 family member IL-11 is able to induce astrocytic differentiation in fetal neuroepithelial cells through activation of STAT3 (30). Tenascin R is a multifunctional glycoprotein composed of several domains that is involved in multiple processes in the CNS, such as neural stem cell migration, neuronal differentiation, synaptogenesis, cell adhesion, and neurite outgrowth (62). One of its regions containing fibronectin type III repeats has been shown to induce astrogliogenesis from neural stem cells, a process dependent on its interaction with β-1 integrin (63).

In conclusion, our findings suggest that RGC-32 might contribute to astrocytes maturation and reactivity during acute EAE, either directly or indirectly through its ability to regulate immune cell differentiation towards a pathogenic phenotype (18). Our data also show that RGC-32 is crucial for TGF-β’s ability to trigger transcriptomic changes in reactive astrocytes, which are then translated into complex molecular networks, ultimately leading to gliosis and tissue remodeling. Collectively, our data suggest that RGC-32 is a transcriptional hub that links molecular programs involved in astrogliogenesis and reactive astrocytosis, thus making it a strong candidate with therapeutic potential in MS.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE173782.

## Ethics Statement

The animal study was reviewed and approved by University of Maryland School of Medicine Office of Animal Welfare Assurance.

## Author Contributions

AT, VR, TB, and HR designed the study. AT, AB, VN, DB, CC, and TB performed the experiments. AT, DM, VR, TB, and HR wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported in part by a grant from Veterans Administration Merit Award (I01BX001458 to HR) and by an RO1 NS42011 grant (to HR). Austin Beltrand was supported in part by a medical student research grant from the Foundation of the Consortium of Multiple Sclerosis Centers’ MS Workforce of the Future and by the Proposed Research Initiated by Students and Mentors (PRISM) program, University of Maryland School of Medicine Office of Student Research, Baltimore, USA.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: RGC-32 Acts as a Hub to Regulate the Transcriptomic Changes Associated With Astrocyte Development and Reactive Astrocytosis
**Source:** Front Immunol. 2021 Jul 29;12:705308. doi: 10.3389/fimmu.2021.705308
**Supplement:** Supplementary file 1

| **Supplementary table 1 \| Mouse primers used for Real Time PCR** | | |
| --- | --- | --- |
| **Gene symbol** | **Primers sequence** | |
| Egfl6 | For: 5’- GCAAATGCAAGCAGGGATATAG -3’ | |
|  | Rev: 5’- CCCAGGTGCTGTGAGTATTT -3’ | |
| Epha7 | For: 5’- GGATGAGAACTACACTCCGATAAG -3’ | |
|  | Rev: 5’- CCTTTGTGCGTTGCCTTTAG -3’ | |
| Fbln2 | For: 5’- CAGTCCTGTGAGTCCAACCC -3’ | |
|  | Rev: 5’- CTCTCGTGCAGTGTCCAACT -3’ | |
| Fbn1 | For: 5’- CAGGCTCTTCTGTGTCGATATT -3’ | |
|  | Rev: 5’- TGGCTGACAGCTACATTCATAG -3’ | |
| Fbn2 | For: 5’- GAGCACAATGAGGACGACTAC -3’ | |
|  | Rev: 5’- CAAGTCTGCAGAGGGCTAATAC -3’ | |
| Hspg2 | For: 5’- ATCTGTAACGCCACCAACTC -3’ | |
|  | Rev: 5’- GCCGAGGTATGTTCTGGAATTA -3’ | |
| Itgb1 | | For: 5’- GACAGTGTGTGTGTAGGAAGAG -3’  Rev: 5’- GCCTCCACAAATTAAGCCATTAG -3’ |
| Plxna1 | | For: 5’- TGTACTGAAGGAGATGGAGGT -3’  Rev: 5’- CTAGTGTGCGGATGAAGGTTAG -3’ |
| Runx2 | | For: 5’- TGGCTTGGGTTTCAGGTTAG -3’  Rev: 5’- GGTTTCTTAGGGTCTTGGAGTG -3’ |
| Slit2 | | For: 5’- CTGTGCGTCTGCTCTCTTTAT -3’  Rev: 5’- AGGATTGGCCAAGAGGTTTAG -3’ |
| Spock3 | | For: 5’- GGCCTGAGAGAAGCAGATTT -3’  Rev: 5’- CTGGTCCAATAGCAGGTCATAG -3’ |
| Stc1 | | For: 5’- CCTATCTACTCTCCGCAAACAC -3’  Rev: 5’- CTAACTCTACCAGGTGACCATTC -3’ |
| Vcan | | For: 5’- AGCTACGGAGCTCTTCAGGA -3’  Rev: 5’- AGATCACATAGGAAGCGCGG -3’ |
| Wdfy1 | | For: 5’- GGATATTTGTGGGCCAGGATAA -3’  Rev: 5’- TGGGCTGGATAGGTCTTGATA -3’ |
| 18S | For: 5’- GTAACCCGTTGAACCCCATT -3’ | |
|  | Rev: 5’- CCATCCAATCGGTAGTAGCG -3’ | |

***Supplementary Material***

**1. Tables**

**2. Figures**

**
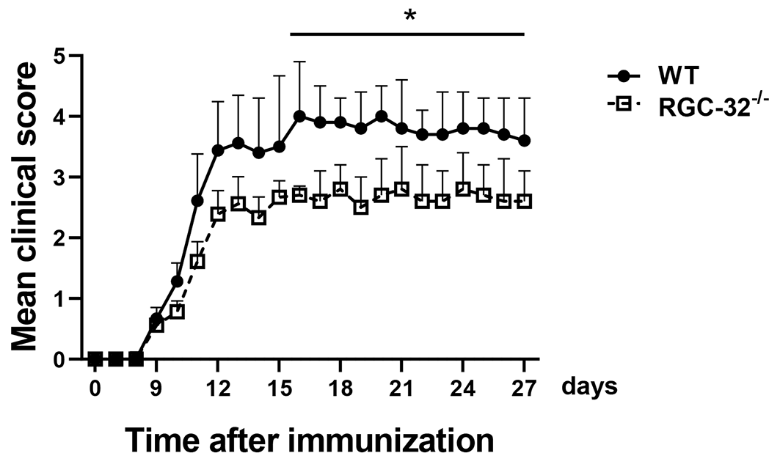
**

**Supplementary Figure 1. Lack of RGC-32 attenuates the clinical course of EAE**

WT and RGC-32 KO female mice were immunized with MOG_35–55_ and then scored as described in Materials and Methods. Data are expressed as mean ± SEM and are representative of three independent experiments (6 mice for each group/ experiment). * = p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

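The data are bulk RNA sequencing libraries of primary astrocytes purified from the brains of WT and RGC-32 KO pups aged 1 day, unstimulated or given TGF-β at 10 ng/ml for 24 h. There are 2 biological replicates in each of the 4 groups, so 8 libraries, and each library was matched to its genotype, treatment and replicate number from its deposited label.

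The authors aligned unstranded reads with STAR within the VIPER pipeline and deposited a table of whole-number read counts per gene symbol, not normalized, for 13937 genes. The genome build, the annotation and the program that counted the reads are not named, nor is the rule by which genes outside the table were left out. The authors also deposited a table of FPKM values for 18644 genes, fragments scaled to transcript length and library size and ascribed to Cufflinks, which was used here only for an alternative. The authors deposited the results of DESeq2 for TGF-β against control within each genotype, as log2 fold changes per gene and as a p-value with an adjusted p-value. These were set beside the values computed here and used for their Ensembl identifiers and Gene Ontology terms, but no result was computed from them. In the count table, 21 gene names had been turned into dates and 1 name was repeated, and these were kept as separate entries without a guess at the gene. Of the 13937 genes, 13045 had an Ensembl identifier in the deposited tables, 13066 a Gene Ontology term, and 13834 a chromosome and a transcript length in GENCODE release M21 (GRCm38), to which they were joined by symbol or identifier.

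Counts per library ran from 14920561 to 18956038, with a median of 15857266. Replicates differed by more than counting noise. The chi-square per degree of freedom was 10.2 in WT control, 9.13 in WT TGF-β, 10.4 in RGC-32 KO control and 6.26 in RGC-32 KO TGF-β. These values pool genes of all levels, so they do not show at which levels depth limits the precision. A fold change against a group whose libraries all held 3 counts or fewer was computed against 3 counts and is given as a lower bound.

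Counts were analysed in R 4.3.3 with edgeR 4.0.16, and with limma 3.58.1 and DESeq2 1.42.0 as alternatives. After filterByExpr, 13509 genes were tested. Libraries were scaled by TMM, and 1 quasi-likelihood model with a mean for each of the 4 groups and no block was fitted to all 8 libraries. The comparisons were TGF-β against control in each genotype, WT against RGC-32 KO with and without TGF-β, and the interaction of genotype and TGF-β. Each p-value is two-sided and was adjusted over the genes tested by the Benjamini-Hochberg method, and a gene was past the threshold at an absolute log2 fold change of at least 0.6 and an adjusted p under 0.05. SE is the standard error of a log2 fold change, derived from its test statistic. CPM is the count of a gene scaled to the TMM-normalized library total, and log2 CPM used a prior count of 2. The procedure was tested on simulated data built from these libraries. There, 200 genes not low in counts were changed well beyond the fold limit, and a call needed the adjusted p alone. With these, edgeR recovered 97.5% in the WT comparison with 10 false calls, and 93% in the interaction with 12, among 13430 genes. Smaller changes were planted for the interaction alone, and none in genes with few counts.

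The genes named in the text follow a rule set before the data were examined. They are every gene the paper names in its Results, and in each comparison the 3 genes with the largest change in each direction among those past the threshold whose groups do not overlap. Members of marker gene lists are named where a list is reported. Zfhx3, the neighbours of the genes that differ between genotypes, and the differing genes on the chromosome of Rgcc, were named after their values were seen.

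Terms of the Gene Ontology with 5 to 500 genes in the background were tested by a one-sided Fisher's exact test, with the Benjamini-Hochberg adjustment over 5366 terms and 12713 tested genes with at least 1 term as the background. The deposited annotation gives direct terms without their parents. The lists of Supplementary Files 1 to 8 were taken from the paper and tested in the same model. Marker gene lists for astrocytes (10 of 10 genes tested), endothelial cells (5 of 8), ependymal cells (9 of 10), meningeal fibroblasts (15 of 15), microglia or macrophages (12 of 12), neurons (6 of 10), the oligodendrocyte lineage (9 of 9), proliferation (10 of 10), the Y chromosome (4 of 4) and the transcript Xist (1 of 1) were written before the data were examined. The lists with at least 3 genes tested, all but Xist, were tested with limma's camera at a preset correlation of 0.01, and with fry.

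The alternatives set before the data were examined were DESeq2 on all 8 libraries or on the 4 of a comparison, limma-voom, edgeR on 4 libraries, no filter or at least 10 counts in every library, RLE or upper quartile normalization, Bonferroni's correction, no fold threshold, the glmTreat test against the fold threshold, the replicate number as a block, other definitions of absence in the other genotype, another background for the terms, the Cufflinks values with pseudocounts of 1 and 0.1 (tested with limma), and leaving out each library in turn. Chosen after the data were seen were a block with the replicate numbers crossed, a smooth correction of each library for transcript length (span 0.5), DESeq2 counts limited to genes with an Ensembl identifier, and the gene lists of Supplementary Files 5 to 8 in the test of the Rgcc chromosome. With a library left out, a group held 1 library, and only the log2 fold change was recorded.

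The paper's qPCR and immunohistochemistry were not analysed here, since no file holds their values. Reactome pathways, the STRING networks and the enrichment map were not repeated.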

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

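Of the tests in this part, those on Xist and on sex composition as the whole cause were chosen only after the result was seen. So were those on the genes between Ide and Fgfbp3, on the distance from Rgcc, and on transcript length. The test of the Rgcc chromosome with the gene lists of the paper's supplement was also chosen after the data were seen.

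Zfhx3 (chromosome 8) was the 1 gene among the 29 of Supplementary File 5 whose response to TGF-β differed between the genotypes when adjusted over the list alone. Its log2 fold change was 1.04 in WT and 0.37 in RGC-32 KO astrocytes, an interaction of 0.67 (SE 0.14, edgeR adjusted p = 0.0479 over the list alone and 1.00 over all genes). The study chose the list on these libraries, so the first p is not independent evidence. Zfhx3 is also in Supplementary File 1, and no interaction passed when adjusted over that list alone (the smallest adjusted p was 0.196). Zfhx3 rose in 2 of 2 WT TGF-β libraries and 2 of 2 RGC-32 KO TGF-β libraries above both of their controls. Its transcript is long, at 17152 bases against a median of 3210 for the genes tested. A trend with transcript length that differs between libraries is a candidate explanation for part of the difference, since the excess of genes past the threshold upward in WT alone over those in RGC-32 KO alone fell from 150 to 35 after a correction for length. In the same correction, the difference of Zfhx3 between stimulated WT and RGC-32 KO cultures went from 0.76 to 0.48. For the genes of Supplementary File 5, the median stayed at 0.65 (0.76 before), but they were chosen for their difference on these libraries. Length as the whole cause is therefore not decided. A dependence of the response on RGC-32 stays open beside it, and neither is shown.

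Nnt, Ide, Fgfbp3 and Erdr1 differed between the genotypes, stand in the paper's Supplementary Files 5 to 8 and are not discussed in its text. Nnt (chromosome 13) was higher in WT by 0.93 with TGF-β (adjusted p = 0.00425) and by 0.96 without (adjusted p = 0.00449). Ide (chromosome 19) was lower in WT, at -0.77 with TGF-β (adjusted p = 0.00669) and -0.71 without (adjusted p = 0.0136), and Fgfbp3, also on chromosome 19, at -0.98 without TGF-β (adjusted p = 0.0367) and -0.59 with it (adjusted p = 0.105). Erdr1, which the reference places on chromosome Y and whose reads cannot be assigned to 1 sex chromosome with certainty, was higher in WT by 1.01 with TGF-β (adjusted p = 0.0451). In each of these comparisons both WT libraries lay on the same side of both RGC-32 KO libraries. The calls of Ide and Fgfbp3 without TGF-β and of Erdr1 were lost with edgeR on 4 libraries and with the replicate block, those of Fgfbp3 and Erdr1 also with limma-voom, and that of Erdr1 with RLE and on the Cufflinks values. Over the alternatives their adjusted p ran from 3.28e-10 to 0.172, from 0.000443 to 0.172 and from 5.13e-07 to 0.172.

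For these genes, a different sex composition of the cultures is argued against as the whole cause. A shift in the share of male cells moves no gene further than the genes expressed in 1 sex, which are the Y-chromosome genes for genes higher in WT and Xist for genes lower in WT. Between the controls, the highest Y-chromosome gene differed by 0.59 and Xist by -0.29. The 11 calls between genotypes, of 7 genes, all lay beyond this bound in their own comparison by more than 2 SE, and the smallest amount beyond it was 0.29, for Hspg2 (2.33 SE). The fold threshold lies above each bound, so only the amount beyond it carries information, not the count of calls. That choice also favours large values, and the argument is weakest for Hspg2. For the genes higher in WT, more meningeal fibroblasts in the WT cultures cannot be told apart from other causes. The fibroblast list was higher in WT control by a median of 0.30, and the astrocytes may express its genes too, so it sets no upper bound. Blocks of linked sequence that differ between the WT and RGC-32 KO mice are a candidate explanation. Among 92 genes at an unadjusted p under 0.01 in both comparisons of the genotypes, 6 pairs lay within 5 genes of each other, against 2.29 expected (permutation test with 10000 draws, p = 0.0268), and Nnt with Tmem267, Fgfbp3 with Btaf1, and Btaf1 with Ide were among them. Shared regulation of neighbouring genes could also place such pairs, and it was not tested. The paper states a C57BL/6 background and WT littermates as controls in its general description of older mice. It names no substrain and does not say whether the cultured pups were littermates. Its statement therefore does not decide whether sequence away from the knockout allele differed.

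Sequence carried along with the knockout allele around Rgcc is a candidate explanation for part of these 92 genes. On chromosome 14 there were 7 of them, against 3.25 expected, at a median distance of 51 genes from Rgcc, against 247.5 for the genes tested there (permutation test with 10000 draws, p = 0.0161). They were Ndrg2, Stc1, Loxl2, Nudt18, Fndc3a, Ednrb and Spry2, and neighbours among them are not independent. The genes past the threshold are too few to decide it for themselves, with 1 of 7 on chromosome 14 (one-sided Fisher's exact test, p = 0.223). With Rgcc itself left out, larger lists had more there than expected, with 5 of 38 genes called by DESeq2 on 8 libraries (1.36 expected, p = 0.0108 in the same exact test) and 5 of 46 from Supplementary Files 5 to 8 (1.63 expected, p = 0.0226), 2 lists that overlap.

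One duplicated segment that spans both genes in the RGC-32 KO mice, for Ide and Fgfbp3, cannot be told apart from other causes either, since 2 of the 3 genes between them were tested, of which Cpeb3 differed by 0.033 and Btaf1 by -0.39. An effect of RGC-32 itself on these genes stays open.

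The 4 Y-chromosome genes were higher in WT cultures by a median of 0.37 with TGF-β and 0.41 without, in 4 of 4 genes. With limma's camera the adjusted p was 0.000125 with TGF-β and 1.35e-05 without, and with fry 0.043 and 0.0395, but neither call held under an estimated correlation. The paper does not discuss these genes. A larger share of cells from male pups in the WT cultures may explain this, but Xist, which female cells express, differed by -0.054 with TGF-β and -0.29 without, so a shift in the share of male cells cannot be told apart from other causes. No biological explanation was tested, and the sex of the pups was not used here.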

How the results depend on the processing

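Over the counts of genes, the term counts and the set tests, 250 alternatives were computed, and 180 stayed within 1.5 times the value reported, or on the same side of the test, while 70 did not. The interaction had 0 adjusted calls in each alternative, with 76 to 680 genes at an unadjusted p under 0.05. The terms of the genes past the threshold in WT alone, upward, also stayed at 0 in each.

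Changing the rule for a call moved the counts by construction, since each setting asks for more or less evidence. With Bonferroni's correction, the counts were 143 up and 31 down in WT, 119 and 22 in RGC-32 KO, 104 common up, 39 WT-only up, 15 RGC-32 KO-only up, 18 common down, 13 WT-only down and 4 RGC-32 KO-only down. Of the 39 and 15 genes, 3 and 3 were among those past the threshold in 1 genotype as reported. With no fold threshold, the same counts were 2514, 1936, 2243, 1592, 1860, 654, 383, 1244, 692 and 348. With glmTreat, they were 357, 102, 291, 76, 264, 93, 27, 56, 46 and 20, and 6 of the 93 were among the 283 as reported. Where absence was taken to mean no adjusted p under 0.05 in the other genotype, 148 genes were WT-only up, 75 RGC-32 KO-only up and 114 RGC-32 KO-only down. With no unadjusted p under 0.05 they were 72, 41 and 72, with 80 WT-only down.

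For genes that differ between genotypes, the model moved the counts most, and the cause was not tested. Higher in WT with TGF-β were 3 genes as reported, 22 with DESeq2 on 8 libraries, 32 with DESeq2 on 4, 1 with limma-voom, 1 with RLE, 1 with Bonferroni's correction and 0 with glmTreat. Higher in RGC-32 KO with TGF-β were 3, then 12 and 9 with DESeq2 on 8 and 4 libraries, and 1 with glmTreat. Without TGF-β, 1 gene was higher in WT, then 7 and 7 with DESeq2 on 8 and 4 libraries, and 0 with glmTreat. Higher in RGC-32 KO there were 4, then 7 with DESeq2 on 4 libraries, 1 with edgeR on 4, 2 with Bonferroni's correction and 0 with glmTreat. The 3 genes higher in WT with TGF-β were among the 22 and the 32. DESeq2 on 8 libraries also gave 122 genes lowered in RGC-32 KO alone, 91 of them among the 185 reported.

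The replicate numbers pair no libraries by any statement of the paper, and same-numbered libraries varied together within a treatment and in opposite directions between treatments. The correlations across genes of the replicate differences were 0.47 between the controls and 0.33 between the stimulated groups, but -0.26 between control and TGF-β in WT, -0.31 in RGC-32 KO, -0.46 between WT control and RGC-32 KO TGF-β and -0.46 between WT TGF-β and RGC-32 KO control. One shared axis with the numbers swapped between control and TGF-β would give these signs, and what lies behind it was not tested. With the replicate block, the stimulated genes higher in WT were 1 and the basal genes higher in RGC-32 KO were 1. With the replicate numbers crossed, chosen after the data were seen, the counts were 25 and 11 with TGF-β, and 6 basal genes higher in WT.

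Other alternatives chosen after the data were seen gave the following. After the correction for transcript length, 181 genes were WT-only up, 150 of them among the 283, and 2 basal genes were higher in WT. Counting the genes with an Ensembl identifier in DESeq2 on 4 libraries gave 182 genes WT-only down, 113 RGC-32 KO-only down, 29 higher in WT and 9 higher in RGC-32 KO with TGF-β, and 7 basal genes higher in WT. In the one-sided Fisher's exact test on the chromosome of Rgcc, the genes of Supplementary Files 5 to 8 gave p = 0.0226.

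The set tests had alternatives set before the data were examined. Of the 45 marker list tests, 12 were past 0.05 with camera at the preset correlation, 5 with fry and 0 with an estimated correlation. In the one-sided Fisher's exact test on the chromosome of Rgcc, the genes called by DESeq2 on 8 libraries gave p = 0.0108, against 0.223 as reported.

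With upper quartile normalization, the share of DEG that went up was 44.8% in WT and 45.5% in RGC-32 KO, against 57.8% and 57.3% with TMM, so which direction held more genes depends on the scaling. The other normalization, RLE, gave 56.9% and 55.9%.

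Of the values for single genes, 1 changed direction. The log2 fold change of Rgcc, RGC-32 KO TGF-β against RGC-32 KO control, was 0.12, but -0.049 and -0.11 on the Cufflinks values, log2(value + 1) and log2(value + 0.1), and it ran from -0.68 to 0.85 across the fits that each left out 1 library (-0.68 without RGC-32 KO TGF-β replicate 1 and -0.38 without RGC-32 KO control replicate 2). Over 90 named results, calls were weaker for 28 and stronger for 2 on the Cufflinks values with a pseudocount of 1, 16 and 4 with 0.1, 9 and 10 with DESeq2 on 8 libraries, 6 and 2 with limma-voom, 9 and 0 with the replicate block, 7 and 0 with upper quartile normalization, 9 and 1 with the length correction, and 3 and 0 with RLE. For edgeR on 4 libraries, over 89 results, they were 11 and 4, and for no filter 0 changed. DESeq2 on 8 libraries gave no adjusted p for Nt5c1a in WT and for Stc1 between the controls, so these had no test there. Of 360 values with 1 library left out, 278 stayed within the spread of the replicates, 80 moved beyond it and 2 changed direction.

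Depth limits the genes with few counts, such as Wnt1, Slc10a4, Nt5c1a and Pld6, whose fold changes are given as lower bounds.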

Differences from the paper's values

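The paper reports 506 genes down-regulated by TGF-β in WT astrocytes, against 763 here. Of the alternatives set before the data were examined, DESeq2 on 8 libraries (611), DESeq2 on 4 (539), limma-voom (747), edgeR on 4 libraries (681) and the replicate block (659) came within 1.5 times the paper's count, and the others did not. Counting genes with an Ensembl identifier in DESeq2 on 4 libraries, chosen after seeing the values, gave 513. For RGC-32 KO astrocytes, the paper's count is 442 against 666. DESeq2 on 8 (501) and 4 libraries (469), limma-voom (638), edgeR on 4 libraries (656), no filter (662) and the replicate block (555) came within 1.5 times, of which limma-voom, edgeR on 4 libraries and no filter stayed close to 666, and the alternative chosen after seeing the values gave 444.

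Genes down-regulated only in WT were 180 in the paper and 282 here. DESeq2 on 8 libraries (232) and on 4 (194), edgeR on 4 (248), at least 10 counts in every library (269), the replicate block (255) and absence as no adjusted p under 0.05 (189) came within 1.5 times, as did the Ensembl count chosen after seeing the values (182). Only in RGC-32 KO they were 116 and 185, and DESeq2 on 8 libraries (122) and on 4 (124), the replicate block (151) and absence as no adjusted p under 0.05 (114) came within 1.5 times. The Ensembl count chosen after seeing the values gave 113.

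After TGF-β, the paper counts 29 genes higher in WT, against 3 here. DESeq2 on 8 libraries gave 22 and on 4 gave 32, and none of the other alternatives set before the data were examined came within 1.5 times. The crossed replicate numbers (25) and the Ensembl count (29), both chosen after seeing the values, did. Genes higher in RGC-32 KO were 11 in the paper's supplement and 3 here, with 12 and 9 in DESeq2 on 8 and 4 libraries, and 11 and 9 in the 2 alternatives chosen after seeing the values. At the basal level, the supplement lists 8 genes higher in WT, against 1 here. DESeq2 gave 7 on 8 libraries and 7 on 4, and the alternatives chosen after seeing the values gave 6 and 7.

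The paper reports 42 biological processes among the genes up-regulated only in WT, against 0 terms here, and each alternative run gave 0 terms. The paper's terms come from a web server with its own annotation, while the terms here rest on direct annotations alone. Each alternative kept these, so the 0 terms here do not test the paper's 42. The paper states about 45 M reads per sample and 33 M unique reads (M, 1e+06 reads), against a median of 15.9 M counts on genes here, a measure for which no alternative was run. For Stc1 in RGC-32 KO, the paper's adjusted p is 0.03, against 0.00863, and of the alternatives set before the data were examined only the replicate block (0.0236) came within 1.5 times of it, in a range from 0.00184 to 0.053. Of the 41 fold changes that the supplement gives for the genes named here, 0 were more than 1.5 times apart and beyond the error.

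For single genes, calls differed as follows. The paper lists Fgf21 and Il11 among the genes raised only in WT, but both were past the threshold in RGC-32 KO astrocytes as well (4.05 and 3.76). Il11 was past it in neither genotype with DESeq2 on 8 libraries, and in the authors' deposited table for RGC-32 KO the adjusted p is 0.155 for Fgf21 and 0.363 for Il11. Col4a4 (0.65) and Runx2 (0.60), listed as raised only in WT, were also past the threshold in RGC-32 KO, a call that DESeq2 on 8 libraries, upper quartile normalization, the Cufflinks values and the length correction, the last chosen after seeing the values, did not make, and for Runx2 also RLE and edgeR on 4 libraries. In WT, Runx2 too was short of the threshold with upper quartile normalization, the length correction and the Cufflinks values. Dmrta1, listed as raised only in RGC-32 KO, was past it in WT too (2.80, adjusted p = 0.0403), but not with edgeR on 4 libraries, with the replicate block or on the Cufflinks values with a pseudocount of 1. Lamc3, on the same list, was not past it in RGC-32 KO (2.00, adjusted p = 0.133), except with edgeR on 4 libraries (0.0344, in a range over the alternatives up to 0.432).

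Of the genes listed as lowered only in RGC-32 KO, Syt7 was past the threshold in WT too (-1.59, adjusted p = 0.00481), and Il17d was not past it in RGC-32 KO (adjusted p = 0.0653), though it was with DESeq2 on 8 libraries, edgeR on 4 and the Cufflinks values. Stc1, which the paper places on that list, was lowered past the threshold in WT as well (-0.83, adjusted p = 0.0282), but not with DESeq2 on 8 libraries, limma-voom, edgeR on 4 libraries, the replicate block or the Cufflinks values with a pseudocount of 1. Egfl6, listed as lowered only in WT, had an adjusted p = 0.0686 there, and 0.0471 with edgeR on 4 libraries, in a range up to 0.395. In the authors' deposited table for WT it is 0.000305. The paper calls it the top gene for higher basal levels in WT, and here it was not past the threshold (1.75, adjusted p = 0.725).

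Fbn1, Fbn2, Fbln2, Vcan and Spock3, listed as higher in stimulated WT cultures, had this direction (0.72, 1.20, 0.84, 0.65 and 1.05) but of the settings run on single genes only DESeq2 on 8 libraries put them past the threshold, and for Fbn1 also the Cufflinks values. DESeq2 on 4 libraries was run for counts of genes alone. The processes that the paper reports for the genes lowered only in 1 genotype had 0 terms past 0.05 here, in WT and in RGC-32 KO. These tests too used direct annotations alone, unlike the paper's.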

Other observations

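Of the tests in this part, the corrections for transcript length and the comparison with the astrocyte list were chosen only after the result was seen.

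Genes past the threshold in 1 genotype only could arise when both genotypes respond alike and sampling noise carries a gene over the threshold in one of them. In 50 simulations of a response shared by both genotypes, WT-only upward genes numbered 203 to 273, against 283 observed, so sampling noise with one shared response, in this model, does not reach the observed count. In the same simulations RGC-32 KO-only upward genes numbered 210 to 271, against 133 observed, and the excess of WT-only genes was at most 42, against 150. Genes with an interaction at an unadjusted p under 0.05 were 584 to 694 in the simulations and 381 in the data, and WT-only downward genes 300 to 373 against 282, so the simulations scatter more than the data do and are not a close model of them. When the simulations shared a length trend between libraries as well, the excess was at most 108 with a median of 42.5, while 8 of the 50 reached 283 WT-only upward genes.

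The excess of 150 upward genes in WT alone over RGC-32 KO alone was also set against depth. With every library thinned to 14920561 counts, the median excess over 10 draws was 139 (123 to 157), which argues against deeper sequencing of the WT TGF-β libraries as the cause. A trend with transcript length that differs between libraries may contribute, since after a correction of each library for transcript length the excess was 35. Across 12476 genes, which are not independent replicates, the rank correlation with transcript length was 0.364 for stimulated WT against RGC-32 KO, 0.332 for the interaction, 0.225 for the response in WT and 0.0896 for that in RGC-32 KO. Among 5186 genes with little response, at most 0.2 in size, it was 0.397 for stimulated WT against RGC-32 KO. Over all genes, the slope with transcript length was -0.029 and -0.025 in the WT control libraries and 0.071 and 0.055 in WT TGF-β. It was -0.080 and 0.0056 in RGC-32 KO control, and 0.0087 and -0.0067 in RGC-32 KO TGF-β. Libraries of 1 group, RGC-32 KO control, thus also differed in this trend, while those of the other groups lay closer together. Whether the trend is technical, or belongs to the biology of the stimulated WT cultures, was not tested, and the design cannot separate these.

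For the genes of Supplementary File 5, whether a length trend is the whole cause is not decided. The study chose them on these libraries for their difference, and noise favoured by that choice stays after a correction. After the correction their median difference between stimulated WT and RGC-32 KO cultures was 0.65, all 29 were above 0 and kept over a 0.5 share of their difference, and 27 had an unadjusted p under 0.05, but 2 were past the threshold.

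The meningeal fibroblast list was higher in WT cultures, with 14 of 15 genes higher in WT control and 12 of 15 in WT TGF-β cultures. Its median was 0.30 without and 0.25 with TGF-β, with an adjusted p of 1.95e-05 and 0.0135 in camera, but fry gave 0.221 without TGF-β and an estimated correlation 0.651. Its most abundant genes were Col1a1, at 1696 CPM in WT control and 1257 in RGC-32 KO control, Col1a2 (1561 and 1033), Igf2 (1165 and 993.9) and Col3a1 (965.8 and 751.9), which cultured astrocytes may express themselves. For the list, and for the genes of Supplementary File 5, which holds 0 genes of it, more meningeal fibroblasts in the WT cultures cannot be told apart from a change in the astrocytes. The genes of that file were chosen at a fold change that lies above the list, so a comparison of sizes decides nothing. The astrocyte list was lower in WT control by -0.21, with 1 of 10 genes higher, while the oligodendrocyte list was at -0.18, microglia at -0.05 and neurons at -0.02.

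With TGF-β, the astrocyte list fell in both genotypes, by -0.36 in WT and -0.35 in RGC-32 KO (camera adjusted p = 0.0131 and 0.0172), and fry gave 0.0395 for both. It was also lower in WT than in RGC-32 KO with TGF-β, by -0.21, and without (camera adjusted p = 0.000213 and 0.000125), a difference that fry did not pass (0.0629 and 0.0888). The proliferation list fell by -0.22 in RGC-32 KO with TGF-β (0.0243) and was higher in WT with TGF-β by 0.15 (0.0196), in camera alone. The endothelial list, of which 5 of 8 genes were tested, had no camera call, and fry gave 0.0395 in RGC-32 KO with a median of -0.57. The lists of microglia or macrophages, neurons and the oligodendrocyte lineage had no call in camera or fry. No call of any list remained under an estimated correlation. The ependymal list fell in both genotypes with TGF-β, by -0.72 and -0.68, in camera alone. The Y-chromosome list was higher in WT in both comparisons of the genotypes, and Xist, 1 transcript, was not tested as a list. No biological explanation was tested for these lists.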
